# Characterization of Holstein and Normande whole milk miRNomes highlights breed specificities

**DOI:** 10.1038/s41598-019-56690-7

**Published:** 2019-12-30

**Authors:** S. Le Guillou, A. Leduc, J. Laubier, S. Barbey, M.-N. Rossignol, R. Lefebvre, S. Marthey, D. Laloë, F. Le Provost

**Keywords:** Next-generation sequencing, Gene expression, Epigenomics

## Abstract

The concept of milk as a healthy food has opened the way for studies on milk components, from nutrients to microRNAs, molecules with broad regulatory properties present in large quantities in milk. Characterization of these components has been performed in several species, such as humans and bovine, depending on the stages of lactation. Here, we have studied the variation in milk microRNA composition according to genetic background. Using high throughput sequencing, we have characterized and compared the milk miRNomes of Holstein and Normande cattle, dairy breeds with distinct milk production features, in order to highlight microRNAs that are essential for regulation of the lactation process. In Holstein and Normande milk, 2,038 and 2,030 microRNAs were identified, respectively, with 1,771 common microRNAs, of which 1,049 were annotated and 722 were predicted. The comparison of the milk miRNomes of two breeds allowed to highlight 182 microRNAs displaying significant differences in the abundance. They are involved in the regulation of lipid metabolism and mammary morphogenesis and development, which affects lactation. Our results provide new insights into the regulation of molecular mechanisms involved in milk production.

## Introduction

Milk is a complex secretory product and the source of nutrients for neonates and adults, whose composition could influence the short- and long-term health of consumers^1,2^. In addition to nutritional agents, it contains a large number of biological components, including microRNAs, small molecules involved in the post-transcriptional regulation of gene expression. Their roles in milk on recipient young animals are not well documented; many microRNAs, including those that are immune-related, are present and enriched in milk exosomes, membrane vesicles that deliver their content into recipient cells^3–5^.

Amongst fluids, milk presents the larger concentration of RNA and a higher variety of microRNA species^6^. Milk microRNAs are stable under adverse conditions, including RNase digestion, low pH, high temperature, and freeze/thaw cycles^3,7,8^. The milk miRNomes, studied in several species, including bovines, humans, marsupial tammar wallabies and giant pandas^9–12^, are highly conserved between species; however, some species specificities have been observed. Milk miRNomes vary considerably between individuals, depending on the maternal background (e.g., age and lifestyle) and health^13–15^. They also depend on the lactation period^10,11,16–19^ and even on different times of the day^20^.

The miRNomes of different milk fractions, i.e. fat, whey and cells, have been examined independently and compared within breeds^9^ or between species^21–23^. But the variation of the miRNomes of the whole milk, containing all milk fractions, according to the genetic background has still not been described. Moreover, concerning breed comparisons, three studies have characterized miRNomes in the mammary tissue of dairy and beef breed heifers^24,25^, on the one hand, and of two divergent phenotype swine breeds^26^, on the other hand. In all cases, the authors highlighted significantly differentially expressed microRNAs in the mammary tissues of the breeds.

If milk miRNome studies give information on microRNA which could act on recipient young animals, it is also a mirror of the mammary gland miRNome. In fact, most microRNAs present in milk originate from the mammary epithelium^11,27^, and a modification of mammary gland microRNA expression modulates its profile in milk^28^. In this context, a milk miRNome comparison of cattle breeds with different milk production characteristics will highlight microRNA essential for the regulation of genes involved in milk synthesis and secretion.

Holstein and Normande cattle are two dairy breeds with distinct milk production characteristics. The Holstein is the first world’s dairy breed, with the stronger production in terms of quantity. The Normande cattle is a hardy French breed, selected for the production of fat- and protein-rich milk, sought after for high-quality butter, cream and cheese manufacturing, and for their attractive meat properties. The Normande breed has lower milk production than the Holstein, but higher fat and protein content and higher adaptability to hardy conditions. Therefore, these two breeds are considered relevant models to investigate the differences in profiles of milk microRNAs in relation to milk traits. To date, the whole milk microRNA patterns of Holstein and Normande cattle remain unknown. In the current study, a high-throughput sequencing screen was conducted to characterize and compare the milk miRNomes of the two breeds, while also taking into account the impact of age. We aim to highlight microRNA regulators of molecular mechanisms involved in milk production.

## Results

### Dairy and milk quality traits

The Holstein and Normande cows had significantly different (p < 0.05) dairy milk production averaged over five weeks between breeds and for each age group, with higher production levels in Holsteins (Table 1). The Holsteins’ average milk production ranged from 22.3 kg/day for two-year-olds to 24.1 kg/day for three-year-olds. The Normandes’ average milk production ranged from 14.3 kg/day for two-year-olds to 21.2 kg/day for three-year-olds. Moreover, at two years of age, milk protein content is higher in Normandes than in Holsteins, e.g., 35.4 g/kg compared to 30.6 g/kg, respectively, but it does not differ between breeds at three years of age. While Normande milk is fat-rich, the fat content does not differ significantly between breeds, varying from 33 g/kg in the milk of three-year-old Holsteins to 43 g/kg in the milk of two-year-old Normandes. No difference in lactose, urea, acetone and BHB content was observed between breeds, whatever animal’s age. The somatic cell counts vary from 45,200 cells/ml to 150,600 cells/ml, with no significant differences between breeds (p < 0.05).

**Table 1:** Dairy and milk quality traits of experimental animals.

Age	Holstein	Normande	Holstein	Normande
	2 years (n = 4)	2 years (n = 3)	3 years (n = 5)	3 years (n = 5)
Dairy milk production averaged over 5 weeks (kg/day)	22.3 ± 2.4^a^	14.3 ± 2.2^b^	24.1 ± 1.4^a^	21.2 ± 1.8^b^
Protein content (g/kg)	30.6 ± 2.1^a^	35.4 ± 1.2*^,b^	32.5 ± 1.6^ns^	32.3 ± 2.7^ns^
Fat content (g/kg)	38.6 ± 5.0^ns^	43.4 ± 4.2*^,ns^	33.3 ± 4.6^ns^	37.4 ± 6.8^ns^
Lactose (g/kg)	482.5 ± 16.0^ns^	504.5 ± 26.2*^,ns^	503.8 ± 16.8^ns^	505.2 ± 21.4^ns^
Urea (mg/cl)	152.5 ± 53.2^ns^	95.0 ± 35.4*^,ns^	150.0 ± 35.4^ns^	130.0 ± 40.6^ns^
Acetone (mmol/l)	12.0 ± 5.4^ns^	12.0 ± 0.0*^,ns^	10.2 ± 1.8^ns^	9.2 ± 2.3^ns^
BHB (mmol/l)	8.8 ± 5.6^ns^	7.0 ± 0.0*^,ns^	5.8 ± 1.9^ns^	8.6 ± 4.4^ns^
Somatic cell count (cells/ml)	113,500 ± 139,189^ns^	126,000 ± 94,752*^,ns^	45,200 ± 26,119^ns^	150,600 ± 89,419^ns^

Values are expressed as the means with their standard errors. a, b: indicate a significant difference among breeds of the same age-group (p < 0.05, Mann & Whitney); ns: non-significant. n: number of individuals analysed; *: only two individuals analysed.

### Characterization of the Holstein whole milk miRNome

An average of 32,653,400 raw reads was obtained for the nine Holstein libraries, ranging from 4,641,274 to 56,924,058 raw reads per cow (Table 2). After library adaptors removal and size filtering (17–28 nt), 13.6 million clean reads on average were obtained, from 1,277,332 to 29,280,218 clean reads. They were aligned against the bovine genome (BosTau8), and the final mapped reads resulted in 9,299,953 reads on average, from 492,668 to 21,654,866.

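Whole milk of 9 Holstein cows (4 aged 2 years, H1 to H4, and 5 aged 3 years, H5 to H9) was sequenced as 1 small RNA library per cow. The deposited values are raw read counts per mature microRNA, which the authors made with the miRDeep2 quantifier after adapter removal and size filtering, without normalization. They cover 2297 annotated and predicted entries over both breeds. The Holstein libraries summed to 440439 (H3) to 21108285 (H5) reads, with a mean of 9187911. RPM values were computed from the reads summed over the 9 libraries, so that 100 RPM equalled 919 reads per library on average. A single read weighed 0.0474 RPM in the deepest library and 2.27 RPM in the shallowest, and 728 to 1473 microRNAs were detected per library. A count of 0 in the shallowest library allowed an abundance of up to 6.81 RPM (3 reads). PCR copies were not marked in the reads, so these limits and all intervals cover counting error only. In H3, 38.6% of the clean reads were mapped reads as the paper counts them (95% Wilson interval 38.5 to 38.7%), against 65.2 to 74.3% in the other 8 libraries. The paper sets an upper limit on the reported alignments of a mapped read, so reads with more alignments also lower this share.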

**Table 2:** Sequencing data of whole milk microRNAs.

Holstein					Normande				
Individual	Age (years)	Raw reads	Cleaned^a^ and filtered^b^ reads	Mapped reads^c^	Individual	Age (years)	Raw reads	Cleaned^a^ and filtered^b^ reads	Mapped reads^c^
H1	2	23,959,434	11,207,607	7,442,391	N1	2	71,359,415	27,318,153	13,501,112
H2	2	29,605,886	12,894,672	8,424,745	N2	2	26,443,941	11,844,909	6,984,748
H3	2	4,641,274	1,277,332	492,668	N3	2	3,065,890	1,556,425	915,487
H4	2	10,057,132	5,613,708	3,677,686	N4	3	22,404,553	10,749,730	7,309,510
H5	3	56,924,058	29,280,218	21,654,866	N5	3	52,674,058	28,136,721	19,656,622
H6	3	43,242,357	13,344,848	9,917,574	N6	3	26,535,350	14,275,665	9,752,828
H7	3	33,041,730	15,520,982	10,350,694	N7	3	24,794,919	10,755,221	7,022,284
H8	3	56,840,975	23,475,553	15,295,377	N8	3	43,204,321	21,047,336	13,545,680
H9	3	35,567,753	9,386,785	6,443,574					
Mean		32,653,400	13,555,745	9,299,953	Mean		33,810,306	15,710,520	9,836,034

Average reads for each library on Holstein and Normande milk. a: library adapters removed; b: 17–28 nt size filtering, reads used by miRDeep2 quantification process; c: reads with at least one and at most five reported alignments, used by the miRDeep2 prediction process.

The analysis of these mapped sequences using miRDeep2 allowed the identification of 2,038 mature microRNAs in Holstein milk, corresponding to 1,107 annotated microRNAs and 931 predicted microRNAs (Fig. 1A; Supplementary Table). The annotated microRNAs corresponded to 673 bovine microRNAs referenced in both the miRBase^29^ and RumimiR^30^ databases, 227 bovine microRNAs referenced exclusively in the RumimiR database, and 171 and 36 microRNAs referenced in other species in RumimiR (caprine and ovine) and miRBase (12 species, especially Human and mouse).

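Known bovine microRNAs of miRBase carried most of the reads of Holstein milk, whereas predicted microRNAs were numerous and scarce. Of the 2038 microRNAs with at least 1 read in the 9 libraries, 1107 were annotated and 931 predicted. The 673 bovine miRBase entries held 90.7% of the reads, and 115 of them reached 100 RPM. The 227 bovine RumimiR entries held 1.12% of the reads, the 171 caprine or ovine entries 0.998% and the 36 entries of other species 0.037%. The 931 predicted entries held 7.13% of the reads, and 43 of them reached 100 RPM. The median abundance of the detected entries was 1.28 RPM for bovine miRBase and 0.157 RPM for the predicted group. With at least 10 reads required over the 9 libraries, 1486 microRNAs were detected (886 annotated and 600 predicted). Without H5, the deepest library, 801 predicted microRNAs were detected.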

**Figure 1:**
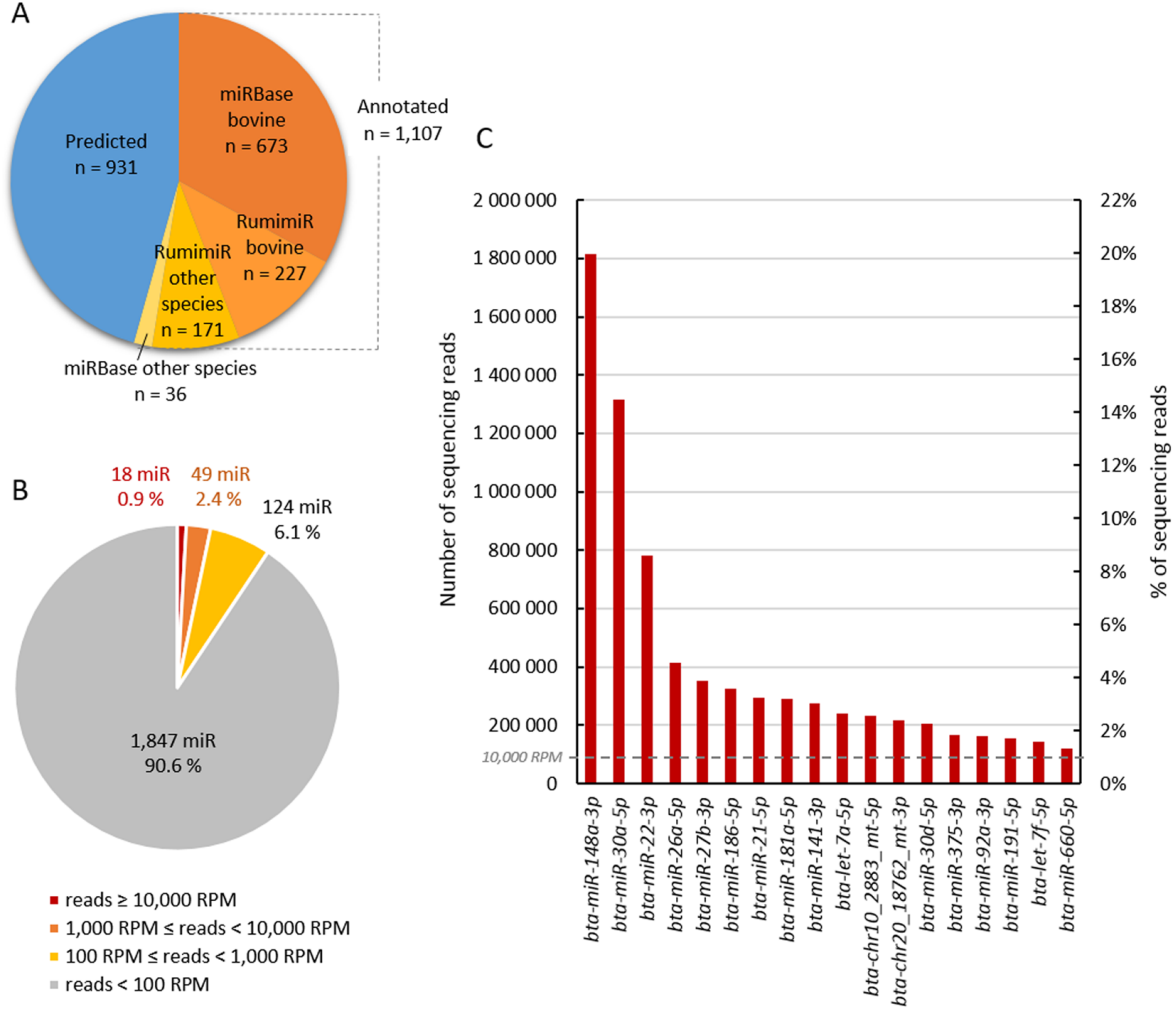
Description of the Holstein milk miRNome. Number of predicted and annotated microRNAs in Holstein milk, according to their annotation in the miRBase and RumimiR databases (**A**). Proportion of microRNAs according to their read abundance, on average, over the nine libraries (**B**) and major milk microRNAs, with abundancy equal to or greater than 10,000 RPM, which equals 91,879 reads (**C**). RPM: reads per million. n: number of microRNAs. %: relative number of microRNAs per range.

Within the miRNome, microRNAs can be distributed according to their read abundance, expressed in reads per million (RPM). Approximately 90% of all microRNAs, corresponding to 1,847 microRNAs, are represented with a read abundance below 100 RPM (Fig. 1B). Two intermediate classes consisting of 124 and 49 microRNAs were present in milk with abundancies ranging between 100 and 1,000 RPM and between 1,000 and 10,000 RPM, respectively. The last group, comprising 18 microRNAs, exceeded 10,000 RPM (Fig. 1B,C). These 18 microRNAs corresponded to, in terms of number, 0.9% of microRNAs present in the miRNome and, in term of abundance, 82% of the miRNome. They could be considered the major milk microRNAs.

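Most microRNAs of Holstein milk were rare and a few carried nearly all the reads. The 1847 microRNAs below 100 RPM were 90.6% of the miRNome by number and 0.887% of its reads. The 18 microRNAs over 10000 RPM were 0.883% by number and 81.7% of the summed reads. Per library, these 18 held 81.8% ± 1.81 of the reads (SD, n = 9 cows), with a range of 78.5 to 84.7%. Their number was 18 whichever library was left out, and 17 when the median RPM of the libraries was used. From this distribution, the paper proposes that these microRNAs be considered the major ones of milk.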

The three most abundant microRNAs *bta-miR-148a-3p*, *bta-miR-30a-5p* and *bta-miR-22–3p* (Fig. 1C) represent approximately 40% of the total reads. 

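A small set of regulators thus filled much of the Holstein milk miRNome in every cow. bta-miR-148a-3p had 197699 RPM (19.8% of the summed reads), bta-miR-30a-5p 143299 RPM (14.3%) and bta-miR-22-3p 85058 RPM (8.51%). The means of the 9 library RPM values were 205725 ± 31341, 145399 ± 25588 and 80335 ± 18358, respectively (SD, n = 9 cows). Together they held 42.6% of the summed reads, and 43.1% ± 3.38 per library (SD, n = 9), with a range of 37.7 to 49.5%.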

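A pair of microRNAs predicted by miRDeep2 ranked just below the best-known ones in Holstein milk, with levels that varied widely between cows. bta-chr10_2883_mt-5p ranked 11 with 25492 RPM and had a mean of 31898 ± 19762 RPM over the libraries (SD, n = 9 cows), with a range of 18036 to 82055 RPM. bta-chr20_18762_mt-3p ranked 12 with 23786 RPM and a mean of 19830 ± 21428 RPM (SD, n = 9), with a range of 1655 to 56828 RPM. Its SD exceeded its mean. With the median RPM of the libraries, only 1 of the pair was over 10000 RPM.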

Among the major microRNAs, two are predicted (*bta-chr10_2883_mt-5p* and *bta-chr20_18762_mt-3p*) and mapped on the bovine chromosomes 10 and 20, respectively. They fulfil the prediction criteria of miRDeep2, passed through the Rfam filter, and the displayed miRDeep prediction scores equalled 5.5 and 1.5, respectively, and they did not match *Bos taurus* non-coding RNAs (lncRNA, rRNA, tRNA, snoRNA).

### The milk microRNA composition depends on the genetic background

To evaluate the impact of the genetic background on the milk miRNome, the high throughput microRNA profiles of two dairy cow breeds, Normande and Holstein cattle, were compared. A total of 33,810,306 raw reads were obtained, on average, per library of eight Normande cows, ranging from 3,065,890 to 71,359,415 raw reads, and then resulting in 915,487 to 19,656,622 mapped reads (Table 2).

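The breeds were compared on raw counts from 17 libraries, 1 per cow, of which 8 were Normande (3 cows aged 2 years, N1 to N3, and 5 aged 3 years, N4 to N8). The Normande libraries summed to 867772 (N3) to 18776254 (N5) reads, with a mean of 9168139, close to the Holstein mean. Between 864 and 1529 microRNAs were detected per Normande library. The share of clean reads that mapped was 49.4% in N1 (95% Wilson interval 49.4 to 49.4%), 59.0% in N2 (58.9 to 59.0%) and 58.8% in N3 (58.7 to 58.9%), against 64.4 to 69.9% in N4 to N8. Differences were tested with edgeR's quasi-likelihood test on counts scaled by TMM, with breed as the only term and p values adjusted by the method of Benjamini and Hochberg. Log2 fold changes are Normande minus Holstein, each with its standard error, and abundances by cow are TMM-normalized RPM. The TMM factors were 1.53 for N1 and 1.33 for N2, and lower for the other 15 libraries, down to 0.703 for H6. On simulated counts of the same design, the test found 55.2% of the microRNAs given a 2-fold difference and 19.4% of those given a 1.5-fold difference.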

The Normande and Holstein milk miRNomes were compared. The total number of microRNAs identified in Normande cattle was 2,030, thus eight less than in Holsteins (Fig. 2A and Supplementary Table). 

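The number of microRNAs seen in milk was alike in both breeds. Of the 2030 microRNAs with at least 1 Normande read, 1135 were annotated and 895 predicted, and 1771 also had reads in Holstein milk. When every library was thinned to the depth of the shallowest, 1312 microRNAs were detected in Holstein milk and 1345 in Normande milk, so the order of the breeds turned. Predicted microRNAs held 7.66% ± 2.98 of the reads per Normande library (SD, n = 8 cows) and 7.53% ± 3.02 per Holstein library (SD, n = 9). A difference between the breeds was not established (two-sided exact permutation test on the logit scale, p = 0.883). Without bta-chr10_2883_mt-5p and bta-chr20_18762_mt-3p, the other predicted microRNAs held 4.35% ± 2.27 in Normande and 2.49% ± 1.37 in Holstein milk (p = 0.0487, same exact test). That pair held 3.48% ± 0.959 and 5.17% ± 2.40, respectively (p = 0.0842, same exact test).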

The majority of the microRNAs were present in the milk of the two breeds, with 1,771 common microRNAs, comprised of 1,049 known and 722 predicted entities. However, these common microRNAs display variable abundancies between the two breeds. In particular, 14 microRNAs (13 annotated, 1 predicted) were ranked within a lower read abundance class (in RPM) in Normande milk than in Holstein, and 48 microRNAs (21 annotated, 27 predicted) were ranked within an upper RPM class in Normandes than in Holsteins (Supplementary Table).

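MicroRNAs of immune cells and the miR-221/222 cluster were among those that moved up an abundance class in Normande milk. bta-miR-142-5p went from 938 RPM in Holstein to 4378 RPM in Normande milk, bta-miR-221-3p from 58.4 to 283 RPM, bta-miR-222-3p from 38.5 to 166 RPM and bta-miR-146a-5p from 35.0 to 146 RPM. bta-miR-140-3p moved down, from 1111 to 975 RPM, and bta-miR-10174-3p from 1277 to 947 RPM. In all, 48 microRNAs (21 annotated and 27 predicted) changed to an upper class and 14 (13 annotated and 1 predicted) to a lower class, each by 1 class. The number in a lower class varied with the setting, at 5 with the median RPM of the libraries and 6 without H8. The number in an upper class was 53 with the median RPM.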

**Figure 2:**
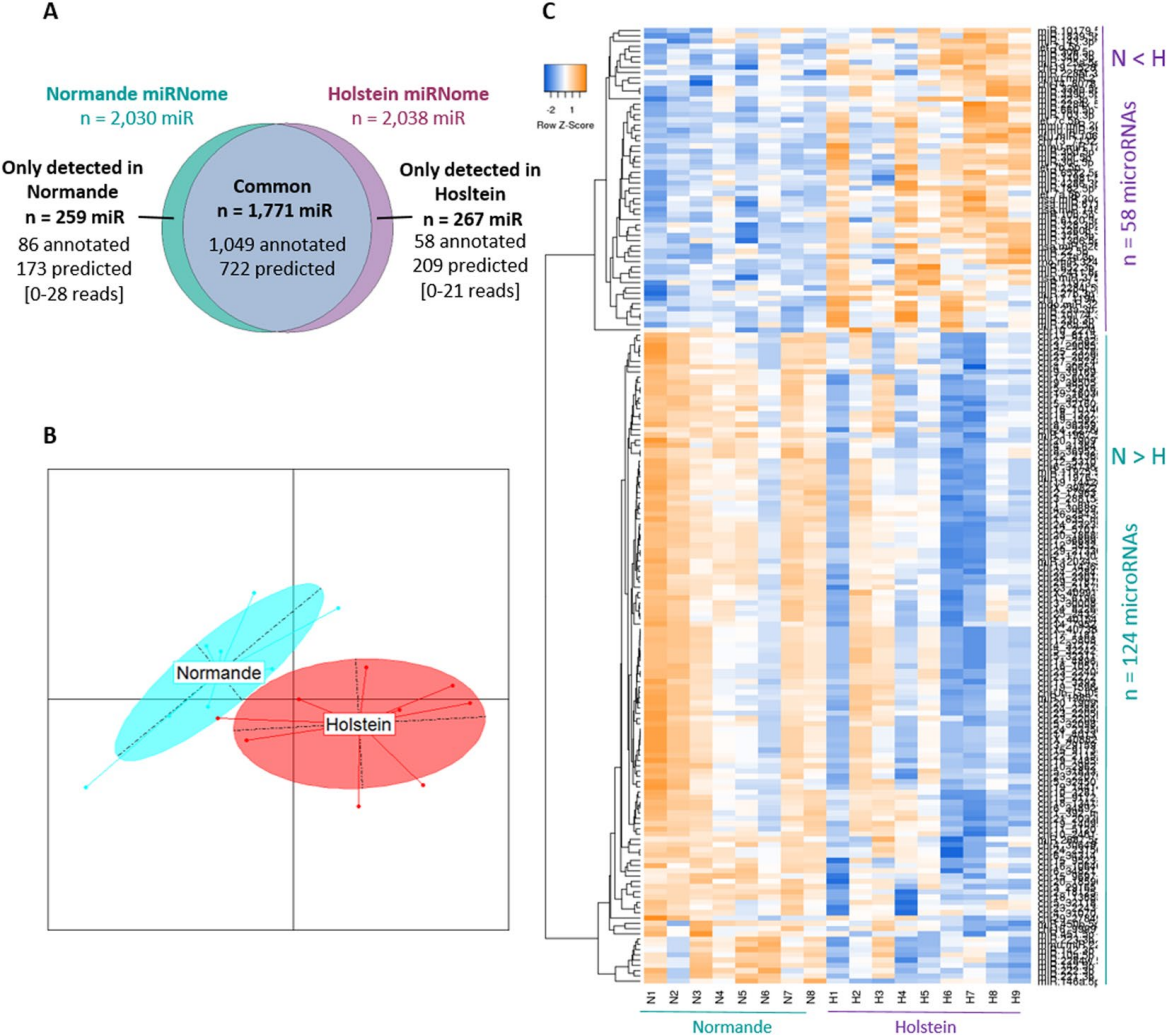
Comparison of Holstein and Normande milk miRNomes. Venn diagram depicting microRNAs present in Normande and Holstein milk (**A**), with the range of numbers of reads associated with microRNAs detected in only one of the two breeds in square brackets. Individuals were plotted according to their coordinates on the first two components of the principal component analysis (Normande in blue; Holstein in red). Inertia ellipses where 95% of individuals are likely to lie within characterize the dispersion of each breed around its centre of gravity (**B**). Heat map of pairwise Pearson correlation of the counts of milk microRNAs (p. adj. < 0.05) (**C**). miR: microRNA. n: number of microRNAs. In orange: higher level; in blue: lower level.

Furthermore, some microRNAs were identified in the milk miRNomes of only one of the two breeds, with 267 and 259 microRNAs detected in Holstein or Normande milk only, respectively (Fig. 2A and Supplementary Table). 

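MicroRNAs seen in the milk of 1 breed were scarce and seldom shared between cows. The 267 detected in Holstein milk only (58 annotated and 209 predicted) had at most 28 reads summed over the 9 libraries (Rum-bta-03308, in 2 libraries), and 192 of them (71.9%) had reads in a single library. The 259 detected in Normande milk only (86 annotated and 173 predicted) had at most 29 summed reads (bta-chr23_22193_mt-5p, in 3 libraries), and 157 of them (60.6%) were in a single library. Over all 24310 splits of the 17 cows into groups of 9 and 8, few gave as many microRNAs of a single group as the 526 found by breed, without passing the threshold (one-sided exact permutation test, p = 0.0514, with a median of 493 and a highest value of 587 over the other splits). At the depth of the shallowest library the number was 509 (p = 0.436, same exact test). With reads required in at least 2 libraries, 166 were Holstein only and 241 Normande only. A missing microRNA was therefore not detectable at this depth, which does not show that it was absent.

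**Figure D1:**
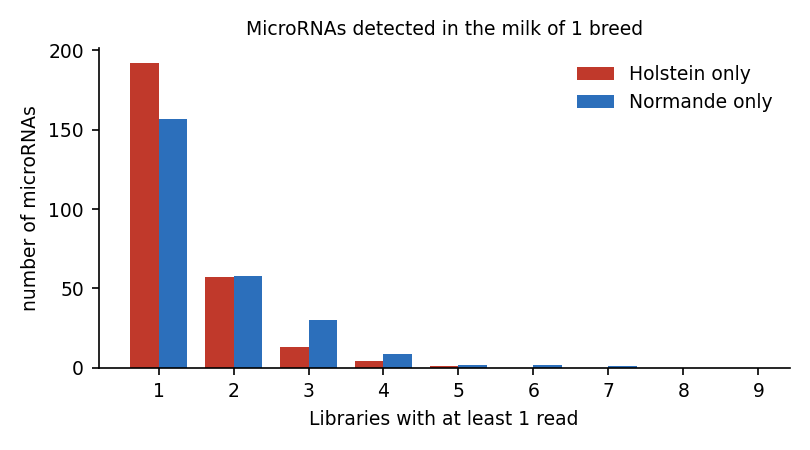
Number of microRNAs (vertical axis) with reads in Holstein milk only (red) or Normande milk only (blue), by the number of libraries with at least 1 read (horizontal axis). A single library holds 192 of the Holstein-only and 157 of the Normande-only microRNAs.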

All these microRNAs were poorly represented, with a number of reads up to 28, and were not present in all animals.

To perform a comparative analysis of the microRNA read counts, the HTSFilter^31^ package was used to identify the threshold that maximizes the filtering similarity among samples. The identified threshold was equal to 168. The microRNAs whose expression is below this threshold are considered to generate a noisy signal and are then discarded from the analysis. Therefore, differential analysis was applied to 502 common microRNAs, whose maximal count across all individuals was higher than 168 reads. 

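The 454 microRNAs whose largest TMM-normalized count exceeded 168 were tested for breed here, 325 annotated and 129 predicted. They held 99.8 to 99.9% of the reads of each library. The same threshold on raw counts kept 502 microRNAs.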

The statistical analysis revealed significant differences (p < 0.05) between milk miRNomes (Fig. 2B): 58 and 124 microRNAs are less and more abundant, respectively, in the milk of Normande than Holstein cows (Fig. 2C). 

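The breeds differed in both directions, and the predicted microRNAs made up most of the higher side. In Normande milk 69 microRNAs were higher and 48 lower at an adjusted p under 0.05 from edgeR, and 213 of the 454 tested had an unadjusted p under 0.05. The paper's test, voom and limma, gave 99 and 58 on the same microRNAs, and DESeq2 96 and 77. With the raw-count threshold and a breed by age model, chosen after seeing the values, voom and limma gave the paper's 124 and 58. Of the 69 higher, 46 were predicted and 23 annotated, and of the 48 lower, 46 were annotated. The median log2 fold change was -0.10 over all microRNAs tested, 0.93 over the predicted and -0.28 over the annotated ones. The split depended on the scaling, with 72 higher and 43 lower under DESeq2's RLE factors, 80 and 13 with TMM factors from annotated microRNAs alone, and 85 and 6 with total counts, which moved the median by 0.33. With breed and age as terms together (the milk of both breeds was collected at the same time within an age group), 100 were higher and 73 lower. Leaving out N1, which stood apart on the first component, gave 44 higher and 16 lower. Without N2 27 were lower and without N7 25, whereas without H3 93 were lower and without H2 118 were higher. Without N1 and N2 together, a setting chosen after seeing the data, 16 were higher and 4 lower. Of the 16, 7 were predicted, against 28 of 44 without N1 alone and 36 of 54 without N2 alone. The mean log2 difference between breeds of the 46 predicted microRNAs was 1.17 without N1 and N2, against 1.39 with all cows. The predicted majority of calls was thus not kept without both cows, but few microRNAs were called there. These 46 were chosen for a difference between the breeds.
The first components of log2 abundance held 43.1% and 11.5% of the variance. Breed accounted for 37.0% of the squared distance between cows in this plane (one-sided exact permutation test over 24310 splits, p = 0.00391), and age for 15.1% (p = 0.0975, same exact test). N1 and N2 had the highest scores on the first component (23.3 and 13.9) and H7 and H6 the lowest (-19.6 and -18.6). From these differences in abundance, the paper concludes that the microRNA composition of milk depends on breed.

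**Figure D2:**
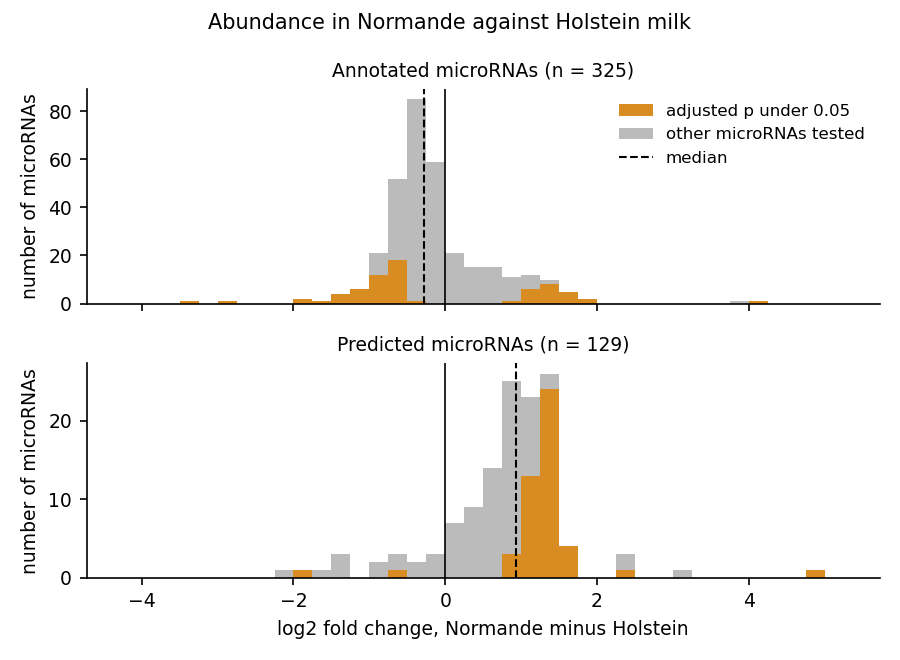
Number of microRNAs tested (vertical axes) by log2 fold change, Normande minus Holstein (horizontal axis), for 325 annotated (top) and 129 predicted (bottom) microRNAs, with those at an adjusted p under 0.05 in orange, the other microRNAs in grey, a solid line at 0 and a dashed line at the median. The median lies at -0.28 for annotated microRNAs (0.04 with total counts) and at 0.93 for predicted ones.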

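Most of the annotated microRNAs that were scarcer in Normande milk differed by less than 2-fold with TMM factors, and 6 instead of 46 passed with total counts. The 46 annotated microRNAs lower in Normande milk differed by 1.37-fold to 10.6-fold, with a median of 1.77-fold, and 25 of them had at least 100 RPM in Holstein milk. The ratios of Fig. 3 matched the fold changes here only on a doubled log2 scale, on which this range was 1.88 to 112. The largest change was that of bta-miR-196b-5p (log2 fold change -3.41, standard error 0.99, adjusted p = 0.0192 from edgeR). It rested on H4 (135 RPM), without which the change was -1.72 (adjusted p = 0.0950, range 0.00219 to 0.551 over the alternatives), and voom and limma gave -0.81. Rum-bta-01363 fell from 274 ± 237 RPM (SD, n = 9 cows) to 38.8 ± 8.49 RPM (SD, n = 8), a change of -2.83 (standard error 0.52, adjusted p = 0.00614, edgeR). bta-miR-10b-5p, a microRNA of the mammary gland stroma, fell from 77.8 ± 46.4 RPM to 27.7 ± 16.1 RPM, and 5 of 8 Normande cows lay below every Holstein cow (-1.49, standard error 0.41, adjusted p = 0.0173, edgeR). The other 5 of the 10 largest changes with reads in every Holstein library, besides the predicted bta-chr29_27728_mt-3p and bta-miR-375-3p, were those of Rum-bta-00068, Rum-bta-01988, bta-miR-2285t-3p, mmu-miR-29b-2-5p and mdo-miR-32-3p, from -1.91 to -1.27. Each of these 5 missed the threshold with total counts, bta-miR-2285t-3p also without N1 or N2 (adjusted p = 0.0665 and 0.0500, edgeR), mmu-miR-29b-2-5p without N2 (0.0532) and mdo-miR-32-3p without N1 (0.0510). bta-chr29_27728_mt-3p (-1.93, adjusted p = 0.0444, edgeR) lost its call without any of 10 libraries (H2, H5, H9, N1 to N5, N7 or N8), with an adjusted p of 0.0514 (N4) to 0.0844 (H5).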

Within the microRNAs less abundant in the Normande milk, 57 are annotated and display abundance ratios between 1.5 and 20.1 (Fig. 3A). Thirty-four of these 57 microRNAs are present with a read abundance above 100 RPM in Holstein milk. In particular, seven major microRNAs in Holstein milk (with RPM higher than 10,000 RPM) are involved: *bta-miR-22-3p*, *bta-miR-26a-5p*, *bta-miR-27b-3p*, *bta-miR-30d-5p*, *bta-miR-375-3p*, *bta-miR-660-5p* and *bta-let-7a-5p*, displaying abundance ratios from 9.1 to 1.5. 

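Several of the most abundant microRNAs of Holstein milk were scarcer in Normande milk. bta-miR-375-3p, a microRNA of secretory epithelium, had the clearest change (log2 fold change -1.60, standard error 0.24, adjusted p = 0.000905 from edgeR). bta-miR-30d-5p (-0.73, standard error 0.17, adjusted p = 0.0123), bta-let-7a-5p (-0.65, standard error 0.18, adjusted p = 0.0173), bta-miR-660-5p (-0.58, standard error 0.18, adjusted p = 0.0253) and bta-miR-27b-3p (-0.45, standard error 0.16, adjusted p = 0.0465) were also lower. bta-miR-26a-5p (-0.52, standard error 0.21, adjusted p = 0.0664) and bta-miR-22-3p (-0.28, standard error 0.13, adjusted p = 0.108) did not pass the test. bta-miR-22-3p passed with breed and age as terms (adjusted p = 0.0444, range 0.039 to 0.953) and was at 0.01 with total counts. bta-miR-26a-5p passed without H3 (adjusted p = 0.0381), H7 (0.0441) or N6 (0.0327), with a range of 0.0327 to 0.347. Of the 18 major microRNAs, 17 had a negative log2 fold change and 5 passed the threshold with TMM factors, 14 and 3 with TMM factors from annotated microRNAs, and 12 and 2 with total counts. bta-let-7a-5p missed it with total counts and with no filter. bta-miR-660-5p missed it without H8 (adjusted p = 0.0528), N1 (0.0727) or N2 (0.0562), and its range over the alternatives was 0.00994 to 0.258. bta-miR-27b-3p missed it without H4 (0.0539), H5 (0.0511), N1 (0.113), N2 (0.118), N3 (0.0652) or N7 (0.0957), with a range of 0.00925 to 0.309.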

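The let-7 and miR-30 families leaned toward lower abundance in Normande milk. All 9 members of let-7 (miR-98 included) had negative log2 fold changes, with a median of -0.48, but 2 of them turned positive with total counts or with TMM factors from annotated microRNAs. bta-let-7c-5p, bta-let-7b-5p (-0.69, adjusted p = 0.0173, from 7187 ± 2417 RPM in 9 Holstein cows to 4446 ± 480.4 RPM in 8 Normande cows, SD) and bta-let-7a-5p passed edgeR's threshold. The 6 members of miR-30 were also negative, with a median of -0.66, and 2 turned positive with total counts. bta-miR-30b-5p (-0.60, adjusted p = 0.0174), bta-miR-30c-5p (-0.87, adjusted p = 0.0173), bta-miR-30d-5p and bta-miR-30f-5p (-0.76, adjusted p = 0.0173) passed, whereas bta-miR-30a-5p (-0.19, adjusted p = 0.414) and bta-miR-30e-5p (-0.29, adjusted p = 0.244) did not. Adjusted over the list alone, 3 and 4 members passed. With total counts 1 member of each family passed. As sets, both families were lower (camera, adjusted p = 0.0144 for let-7 and 0.0145 for miR-30), but not with an estimated correlation (adjusted p = 0.372 and 0.370). The study chose both families on these samples, so these tests are not independent evidence.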

Two microRNA families are particularly represented: the *let-*7 family with four members and the *miR-30* family with five members.

**Figure 3:**
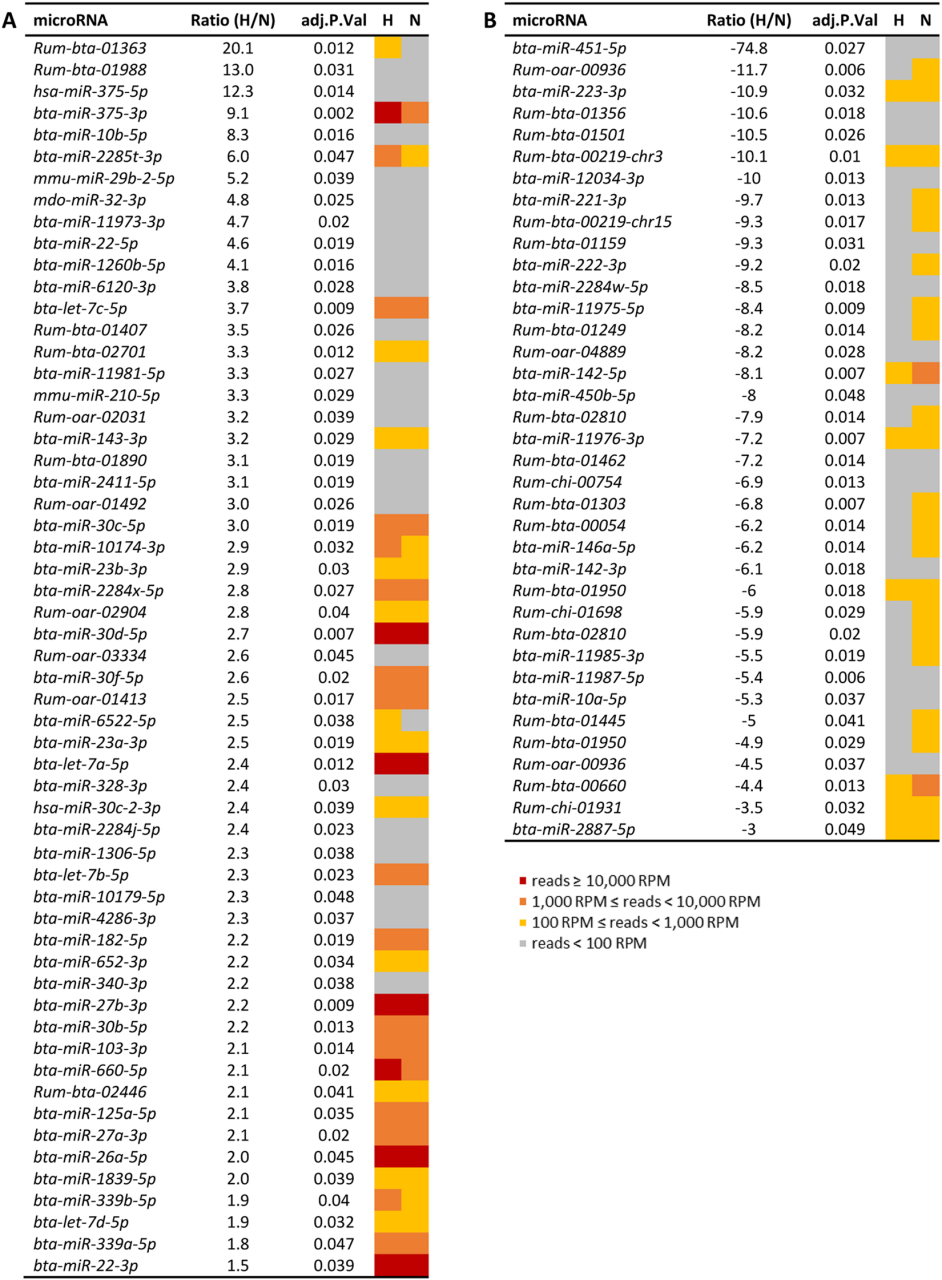
Annotated microRNA differentially present in milk according to breeds. Annotated microRNA with significant greater abundance in Holstein (**A**) or Normande (**B**) milk. H: Holstein, N: Normande; Ratio: abundance ratio; adj.P.Val: adjusted P-value. Classes of microRNAs according to their read abundance: red ≥ 10,000 RPM; 10,000 RPM > orange ≥ 1,000 RPM; 1,000 RPM > yellow ≥ 100 RPM; grey < 100 RPM.

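The largest increases in Normande milk were those of scarce microRNAs, among them one of red blood cells and the miR-221/222 pair. The 23 annotated microRNAs higher in Normande milk differed by 1.79-fold to 16.7-fold, with a median of 2.69-fold, and the 46 predicted ones by a median of 2.42-fold. On the doubled log2 scale that the ratios of Fig. 3 matched, the annotated range was 3.21 to 278. bta-miR-451-5p rose from 0.892 ± 1.08 RPM (SD, n = 9 cows) to 17.6 ± 32.7 RPM (SD, n = 8), a log2 fold change of 4.06 (standard error 0.99, adjusted p = 0.0129 from edgeR). N3 (95.3 RPM) and N1 (28.6 RPM) carried most of it, and the change was 2.77 without N3. It was 2.27 and lost its call in voom with quality weights (adjusted p = 0.113, range 0.00118 to 0.113). bta-chr2_18125_mt-5p rose from 2.59 ± 2.05 RPM to 14.0 ± 6.51 RPM, and all 8 Normande cows lay above every Holstein cow (2.36, standard error 0.48, adjusted p = 0.00997, edgeR). bta-miR-450b-5p changed by 1.97 (standard error 0.60, adjusted p = 0.0239, edgeR) and lost this call without N3 (adjusted p = 0.0531, range 0.00582 to 0.0531 over the alternatives). Besides bta-miR-222-3p and bta-miR-221-3p, the other 5 of the 10 largest changes with reads in every Normande library were those of bta-chr5_32916_mt-3p, bta-chr18_13683_mt-5p, bta-chr19_16036_mt-3p, bta-chr16_10146_mt-5p and Rum-bta-01356, from 1.56 to 1.72. Rum-bta-01356 lost its call without N1 (adjusted p = 0.0566, range 0.00427 to 0.0971). The largest fitted difference of all, 27.9-fold for the predicted bta-chr20_18779_mt-5p, which was named after its values were seen, rested on N1, with 51.6 of a mean of 6.82 ± 18.1 RPM (SD, n = 8).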

Among the 124 microRNAs more abundant in Normande milk, 37 are annotated, with variations abundance ratios between −3.0 and −74.8 (Fig. 3B). 

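Among microRNAs with at least 100 RPM in Holstein milk, few annotated ones were higher in Normande milk. bta-miR-142-5p, a microRNA of blood-derived cells, was higher (log2 fold change 1.52, standard error 0.38, adjusted p = 0.0139 from edgeR). bta-miR-11976-3p rose from 117 ± 65.1 RPM (SD, n = 9 cows) to 271 ± 120.1 RPM (SD, n = 8), a change of 1.22 (standard error 0.34, adjusted p = 0.0173, edgeR). Rum-bta-00219-chr3 rose from 103 ± 85.2 RPM to 278 ± 229.7 RPM (1.42, standard error 0.47, adjusted p = 0.0309, edgeR). Its profile correlated above 0.99 with those of 3 predicted entries, so they may not be separate molecules. It lost its call without any of 7 libraries (H1, H4, H6, H7, H9, N1 or N2), with an adjusted p of 0.0514 (H6) to 0.0904 (N1), and its range over the alternatives was 0.00408 to 0.224. Rum-bta-00660 (0.84, adjusted p = 0.0422) and 1 of both entries named Rum-bta-01950 (1.06, adjusted p = 0.0422) passed narrowly by edgeR, while the other (0.96, adjusted p = 0.0513) did not. Rum-bta-00660 was lost without any of 11 libraries (H1, H6 to H9, N1 to N4, N7 or N8), with an adjusted p of 0.0508 (H6) to 0.0814 (N1). The passing entry of Rum-bta-01950 was lost without any of 9 (H1, H4, H6, H7, H9, N1, N2, N7 or N8), from 0.0535 (N7) to 0.0888 (N1), and the other was gained without H2 (0.00973), H3 (0.0461), H5 (0.0499), N5 (0.0497) or N6 (0.025). bta-miR-2887-5p (0.56, adjusted p = 0.161) passed without H3 (adjusted p = 0.0184, range 0.0184 to 0.287) and Rum-chi-01931 (0.58, adjusted p = 0.156) under none of the alternatives set in advance.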

Only eight microRNAs are present with abundance higher than 100 RPM in Holstein milk: *bta-miR-223-3p*, *bta-miR-142-5p*, *bta-miR-2887-5p*, *bta-miR-11976-3p*, *Rum-bta-00219-chr3, Rum-bta-00660*, *Rum-bta-01950* and *Rum-chi-01931*.

### The milk microRNA profile varies according to age

The Holstein and Normande cows were distributed into two age groups. The analysis of the milk miRNomes was extended to a study of the impact of the age. 

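For age, 7 libraries of cows aged 2 years (H1 to H4 and N1 to N3) were compared with 10 of cows aged 3 years (H5 to H9 and N4 to N8), with age as the only term and the test and threshold of the breed comparison. Log2 fold changes are 3 years minus 2 years. Within a breed, the thresholds were the paper's 119 for Holstein and 236 for Normande cows, which kept 449 and 383 microRNAs. The shallowest libraries of each breed, H3 and N3, and the 4 libraries with the lowest share of mapped reads (H3, N1, N2 and N3) came from cows aged 2 years, so depth and mapped share varied with age. On simulated counts, a 4-fold difference was found for 98.5% of the changed microRNAs with both breeds, 83.3% within Holstein and 95.5% within Normande cows. A 2-fold difference was found for 43.3, 25.4 and 47.8%, respectively. Each simulation changed 67 microRNAs by 1.5-fold, 67 by 2-fold and 66 by 4-fold at once. Where few microRNAs differ, the adjusted threshold is stricter, so these rates may be too high for age.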

The differential analysis between groups of age of the two breeds highlighted nine microRNAs (one annotated and eight predicted microRNAs) with significantly higher abundance (p < 0.05) at 2 years of age compared to 3 years of age (Fig. 4A).

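A few scarce predicted microRNAs were more abundant in the milk of younger cows, mainly through 1 Normande cow. At 2 years 6 microRNAs were higher (5 predicted and Rum-bta-02977) at an adjusted p under 0.05 from edgeR. At 3 years 0 were higher by edgeR and by voom and limma, and 2 by DESeq2, and 78 of 454 had an unadjusted p under 0.05. bta-chr29_27849_mt-5p fell from 13.6 ± 21.3 RPM (SD, n = 7 cows) to 0.978 ± 0.390 RPM (SD, n = 10), a log2 fold change of -3.85 (standard error 0.61, adjusted p = 0.00167) by edgeR. It passed wherever it was tested, but without N1 it fell under the threshold on counts, as did bta-chr21_19638_mt-5p. bta-chr21_19638_mt-5p fell from 8.76 ± 13.9 RPM to 0.505 ± 0.682 RPM (-4.21, standard error 0.89, adjusted p = 0.0186). N1 held 60.8 and 39.9 RPM of these microRNAs. bta-chr11_4139_mt-3p fell from 148 ± 141.2 RPM to 18.6 ± 31.6 RPM (-3.00, standard error 0.75, adjusted p = 0.0496) and lost its call without any of 13 libraries (all but H1, H4, H7 and N3), with an adjusted p of 0.0539 (N8) to 0.481 (N1), and its range over the alternatives was 0.000537 to 0.481. The other 3, named after their values were seen, were bta-chr9_38695_mt-3p (-5.42, adjusted p = 0.00431), bta-chr20_18779_mt-5p (-5.16, adjusted p = 0.0234) and Rum-bta-02977 (-5.12, adjusted p = 0.0496). At 2 years 0 passed without N1, 3 passed without any of H5, H6, N4, N5, N6 or N8, and 12 without H1.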

**Figure 4:**
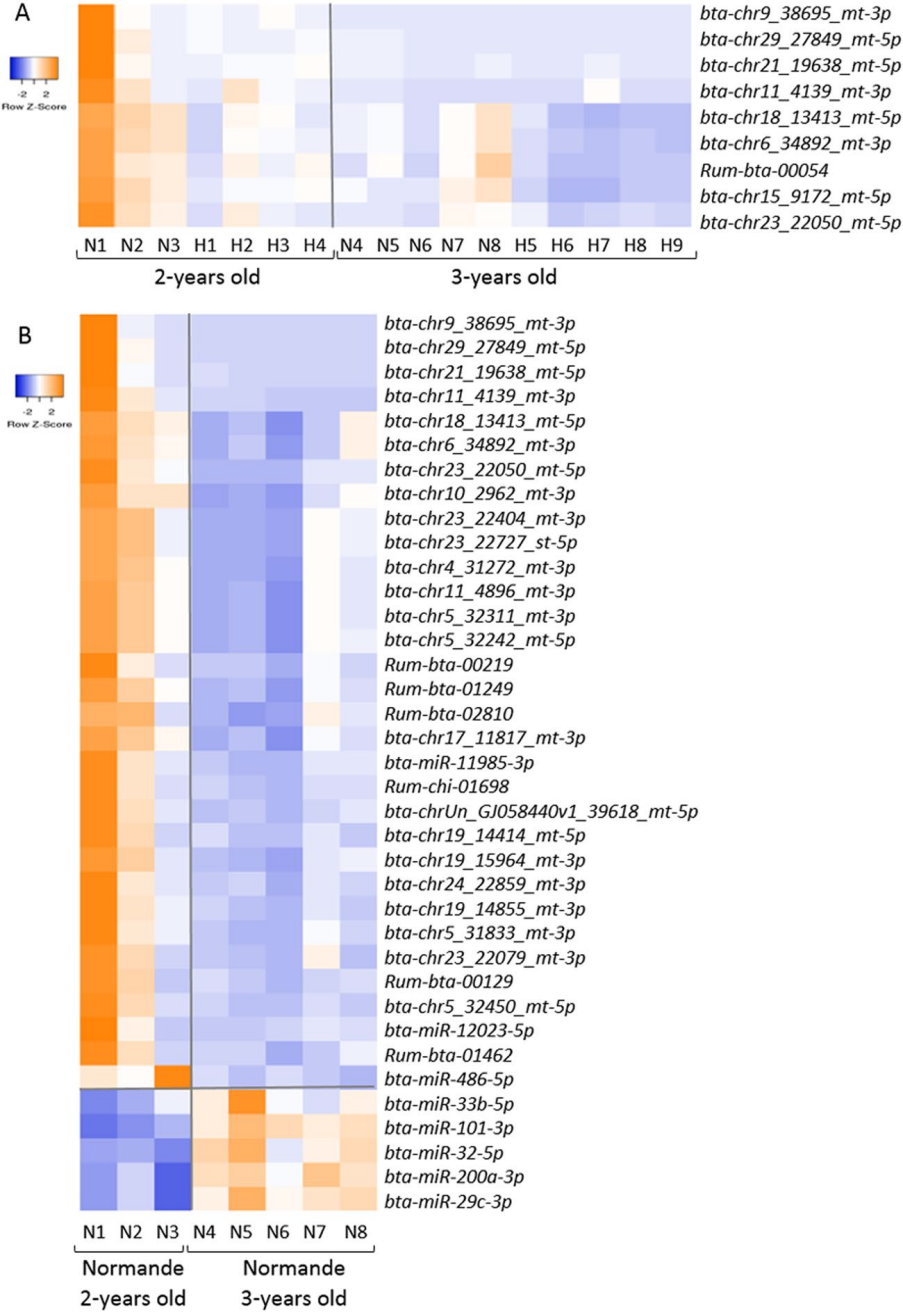
Variation of the milk miRNome according to age. Heat map of significantly different normalized read counts of milk microRNAs (p. adj. < 0.05) between 2-year-old and 3-year-old animals, among both breeds (**A**) or within the Normande breed (**B**). H: Holstein; N: Normande. In orange: higher level; in blue: lower level.

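Within Holstein cows, no microRNA was told apart by age with this number of libraries. Of 449 microRNAs tested, 0 passed an adjusted p of 0.05 from edgeR (4 cows aged 2 years against 5 aged 3 years) and 43 had an unadjusted p under 0.05, with a smallest adjusted p of 0.221. voom and limma also called 0, and DESeq2 called 7. Without H7, 1 microRNA passed.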

Intra-breed analyses were also performed showing no significant difference between age groups within the Holstein breed. In contrast, 37 microRNAs were present in significantly different levels (p < 0.05) according to age group within the Normande breed (Fig. 4B). 

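Within Normande cows the number of microRNAs that differed with age depended on the tool. Of 383 microRNAs tested in 3 cows aged 2 years and 5 aged 3 years, 2 were higher at 2 years and 0 at 3 years by edgeR, and 90 had an unadjusted p under 0.05. voom and limma called 30 and 10, and DESeq2 35 and 12. bta-chr29_27849_mt-5p fell from 31.2 ± 36.4 RPM (edgeR and TMM, SD, 3 cows) to 1.29 ± 0.407 RPM (SD, 5 cows), a log2 fold change of -4.64 (standard error 0.75, adjusted p = 0.0371 from edgeR). bta-chr11_4139_mt-3p fell from 258 ± 235.3 RPM to 11.2 ± 8.84 RPM (-4.54, standard error 0.81, adjusted p = 0.0402 from edgeR). Both passed in the comparison of both breeds as well. The first lost its call without N4 (adjusted p = 0.0649), N5 (0.136), N6 (0.0925) or N8 (0.0663) and was under the threshold on counts without N1, and the second was lost without the same 4 libraries (equal values) or N1 (0.234). Over the alternatives the ranges were 4.87e-20 to 0.136 and 2.89e-31 to 0.234. The calls at 2 years were 0 without N1, N4, N5, N6 or N8, 7 without N2, 22 without N3 and 31 without N7, and those at 3 years were 4 without N3. The difference between breeds in the age change was tested as an interaction, and 0 of 454 microRNAs passed by edgeR, voom and limma or DESeq2, with 12 at an unadjusted p under 0.05 by edgeR. An age effect in 1 breed was thus not shown to be absent from the other. From the differing counts within breeds, the paper states that age had an effect within Normande cattle and not within Holsteins, and that it could not be separated from milk production.
As a set, the predicted microRNAs were lower at 3 years over both breeds (camera, adjusted p = 2.15e-21, or adjusted p = 0.430 with an estimated correlation), with a median of -0.57 over 129 members and 5 lower calls, or 6 adjusted over the list alone. Bovine miRBase entries (228 members, median 0.23, adjusted p = 4.79e-15, or 0.141 with an estimated correlation) and the miR-2284 and miR-2285 family (21 members, median 0.40, adjusted p = 0.0179, or 0.574) were higher, with 0 calls. Under fry 0 of 20 lists passed over both breeds (adjusted p = 0.266 for the predicted microRNAs, 0.187 for the bovine miRBase entries and 0.187 for miR-2284 and miR-2285). The other 17 lists had an adjusted p of 0.0541 to 0.996 from camera. Among these, the median was positive and the mean negative for the Rum entries and the miR-23/24/27 clusters, and the reverse for the milk quality markers. Within Normande cows, 10 of 19 lists passed and 1, the bovine miRBase entries (higher at 3 years, adjusted p = 1.88e-23), also with an estimated correlation (adjusted p = 0.0445). Their median was 0.33 with TMM factors, 0.10 with TMM factors from annotated microRNAs and 0.09 with total counts. The predicted microRNAs were lower at 3 years (adjusted p = 1.88e-23). Higher sets were lipid metabolism (0.00659), the miR-200 family and the miR-17/92 clusters (0.00755 each), the luminal, leukocyte, miR-29 and miR-2284 and miR-2285 lists (0.0168 each) and the milk quality markers (0.0465), with 0 members called by edgeR. Adjusted over the list alone, 4 of 5 members of miR-200, 2 of 3 of miR-29, 2 of 6 of miR-30 and 1 of 10 luminal ones were higher and 15 predicted ones lower. With total counts the medians of the 8 higher sets fell from 0.35 to 0.09 (lipid metabolism), 0.69 to 0.40 (miR-200), 0.62 to 0.36 (miR-17/92), 0.37 to 0.11 (luminal), 0.62 to 0.35 (leukocyte), 0.68 to 0.44 (miR-29), 0.43 to 0.19 (miR-2284 and miR-2285) and 0.31 to 0.04 (milk quality markers). The other 9 had an adjusted p of 0.0914 to 0.53 from camera. Under fry 6 of 19 lists passed within Normande cows. The predicted (adjusted p = 0.140), leukocyte (0.0784), miR-2284 and miR-2285 (0.158) and milk quality (0.0525) lists missed the threshold under fry.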

In fact, five microRNAs are more abundant in the milk of 3-year-old rather than in 2-year-old Normande cattle, and 32 microRNAs (nine annotated, 23 predicted) are present at lower levels in 3-year-olds when compared to 2-year-old cows, seven of which also emerged from the age analysis that included both breeds.

### The milk miRNome is a partial reflection of the lactating mammary gland miRNome

This Holstein whole milk miRNome was carried out in exactly the same way (RNA isolation, library construction and sequencing, analysis processes) as our previous study of the Holstein lactating mammary gland^32^, consisting of 654 annotated (487 microRNAs annotated in bovine, 167 in other species) and 679 predicted microRNAs. Amongst the 487 miRNA annotated in bovine, 433 (88.9%) were detected in milk (Fig. 5A).

**Figure 5:**
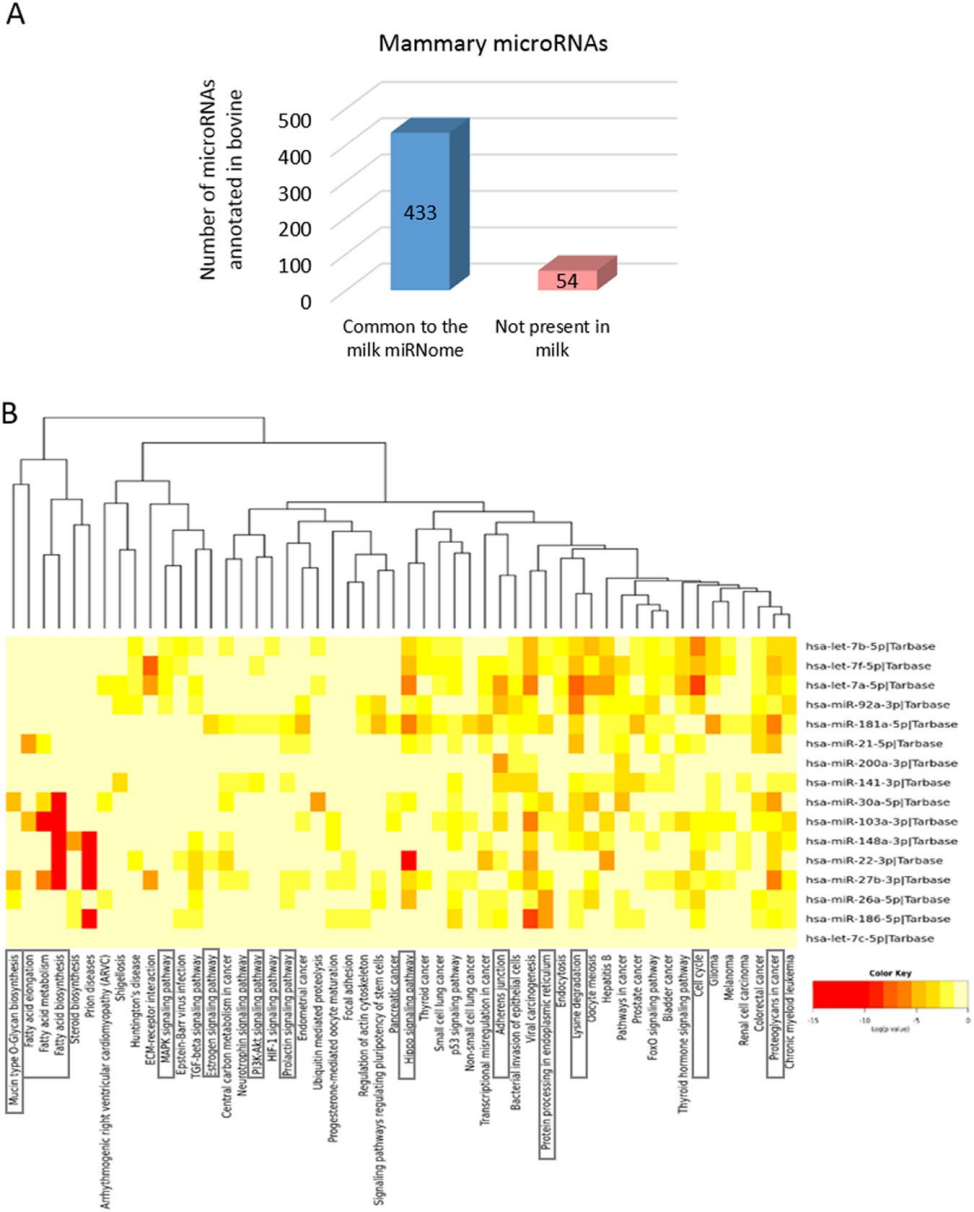
Comparison of Holstein milk and mammary gland miRNomes. Venn diagram depicting annotated microRNAs present in lactating mammary glands and milk (**A**). Heat map of the 16 most abundant microRNAs in both milk and lactating mammary glands versus significantly enriched functional union pathways, from Tarbase v7.0 and Diana mirPath v3.0 (**B**). miR: microRNA. According to the colour key, red indicates lower p values. In boxes: key pathways for mammary differentiation and lactation.

Notably, 16 common microRNAs are present in the top 30 of both the milk and the mammary gland (Table 3), which include the 3 microRNAs most present in milk, *miR-148a-3p*, *miR-30a-5p* and *miR-22a-3p*. This miRNome comparison has also allowed the highlighting of microRNAs with contrasting levels of abundance between milk and the mammary gland. 

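The microRNAs that Table 3 lists as abundant in both milk and gland ranked high in the milk counts. Ranked by reads summed over the 9 Holstein libraries among bovine miRBase entries, 16 of 16 were in the top 30. The milk ranks of Table 3 come from the same libraries, so this number was largely given in advance. Of the 31 microRNAs of Table 3, 30 were matched by name, 17 had the same rank and the largest difference was 5 ranks. The number of the 30 in the top 30 was 21, and 20 without H7. No library of mammary gland was analysed here.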

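Each of bta-miR-30d-5p, bta-miR-375-3p, bta-miR-191-5p, bta-miR-660-5p and bta-miR-423-5p was among the top 30 bovine miRBase entries of Holstein milk. Their ranks were 11 (22320 RPM), 12 (18099 RPM), 14 (17029 RPM), 16 (12926 RPM) and 17 (9570 RPM), respectively, from the reads of 9 libraries, the same ones that gave the milk ranks of Table 3.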

In fact, five microRNAs are particularly present in milk, whereas their expression is low in mammary tissue: *miR-30d-5p*, *miR-375-3p*, *miR-191-5p*, *miR-660-5p* and *miR-423-5p* (Table 3). In contrast, ten other microRNAs are strongly expressed in the mammary gland while their abundance in milk is low, in particular *miR-16-5p, miR-23a-3p, miR-126-5p, miR-143-3p* and *miR-200c-3p* (Table 3). Furthermore, an analysis of the common top 30 microRNAs, using Tarbase and Diana mirPath, has underscored the regulation of some key pathways for lactation. 

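In the Holstein milk counts, from which Table 3 also took its milk ranks, 0 of the 9 matched microRNAs of this group were in the top 30. bta-miR-200c-3p ranked 38 (1873 RPM), bta-miR-143-3p 63 (664 RPM), bta-miR-23a-3p 68 (550.0 RPM) and bta-miR-126-5p 221 (8.61 RPM). miR-16-5p was not matched to an entry by name and has no value here.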

First, regulatory networks controlling milk fat synthesis and metabolism, and second, pathways related to protein processing in the endoplasmic reticulum, glycan biosynthesis and MAPK signalling (Fig. 5B).

**Table 3:** Comparison of the top 30 microRNAs of Holstein milk and lactating mammary glands.

	microRNA	Milk		Mammary gland	
		Rank	Reads	Rank	Reads
Most abundant microRNAs in both milk and mammary gland	*bta-miR-148a-3p*	1	211,987	1	73,408
	*bta-miR-30a-5p*	2	148,868	24	14,132
	*bta-miR-22-3p*	3	79,454	12	22,402
	*bta-miR-26a-5p*	4	48,350	2	69,491
	*bta-miR-27b-3p*	5	38,236	20	18,194
	*bta-miR-186-5p*	6	36,384	33	7,350
	*bta-miR-21-5p*	7	31,081	5	51,854
	*bta-miR-181a-5p*	8	30,827	36	6,554
	*bta-miR-141-3p*	9	26,984	18	19,658
	*bta-let-7a-5p*	10	25,862	3	66,625
	*bta-miR-92a-3p*	14	16,553	30	7,871
	*bta-let-7f-5p*	15	14,616	16	20,529
	*bta-let-7b-5p*	20	6,459	6	38,006
	*bta-miR-103-3p*	22	5,538	27	10,838
	*bta-miR-200a-3p*	23	5,051	25	13,369
	*bta-let-7c-5p*	30	2,573	28	9,822
microRNAs more abundant in milk than in the mammary gland	*bta-miR-30d-5p*	11	22,893	48	4,013
	*bta-miR-191-5p*	12	18,699	45	4,788
	*bta-miR-375-3p*	13	17,306	59	1,984
	*bta-miR-660-5p*	16	11,945	101	682
	*bta-miR-423-5p*	17	9,514	71	1,555
microRNAs more abundant in the mammary gland than in milk	*bta-miR-200c-3p*	34	2,045	9	27,254
	*bta-let-7g-5p*	40	1,646	15	20,894
	*bta-miR-29a-3p*	47	1,422	23	14,332
	*bta-let-7i-5p*	49	1,252	26	11,049
	*bta-miR-16-5p*	63	659	10	25,906
	*bta-miR-23a-3p*	66	579	8	30,292
	*bta-miR-143-3p*	68	573	4	60,696
	*bta-miR-200b-3p*	83	252	19	19,187
	*bta-miR-24-3p*	88	203	14	21,134
	*bta-miR-126-5p*	225	8	11	24,272

Ranks and average normalized reads of the microRNAs annotated in bovine divided into three groups: most abundant in both milk and the mammary gland, more abundant in milk than in the mammary gland and more abundant in the mammary gland than in milk.

## Discussion

The in-depth knowledge of bovine milk composition is a matter of ongoing interest, as well as the understanding of its variation according to genetic factors. In this context, we performed for the first time an exhaustive characterization of the miRNomes in the milk of Holstein and Normande cows, two dairy breeds with distinct genetic backgrounds and milk production features, in the purpose of highlighting differences in microRNAs between breeds associated with the regulation of milk synthesis.

This study provides an extensive description of the whole milk miRNomes, consisting of over two thousand microRNAs, of which half are annotated in ruminant species. Here, the deep sequencing data analysis allowed the identification of 207 new bovine microRNAs that had already been identified in other species. These findings resulted from the broad use of the miRDeep2 tool for all species and not only the bovines, which was complemented by the use of the latest update of miRBase database (v22) and the newly available RumimiR database. Furthermore, it allowed the prediction of 931 microRNAs, adding new elements to published data obtained by the analyses of the only annotated bovine microRNAs^22,23,33^.

The comparative analysis of the milk miRNomes between Holstein and Normande cattle provides an extended list of 1,771 known and predicted microRNAs shared between breeds, which corresponds to almost 87% of each miRNome. 

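The leading microRNAs of milk were nearly the same in both breeds. By summed reads 9 of the top 10 were shared. bta-let-7a-5p ranked 10 in Holstein and 11 in Normande milk, and bta-chr10_2883_mt-5p ranked 11 and 10. With the mean of the library RPM values, 10 of 10 were shared. In Normande milk 16 microRNAs exceeded 10000 RPM and held 78.1% of the reads. The 18 major microRNAs of Holstein milk held 80.0% ± 2.62 of the Normande reads (SD, n = 8 cows). A difference from Holstein milk was not established for them (two-sided exact permutation test, p = 0.0979) or for the top 3 (45.1% ± 2.37, p = 0.200, same exact test).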

The two breeds have the same top 10 milk microRNAs. Five of them are also in the top 10 of the Fleckvieh^33^ and Brown Swiss^33,34^ breeds whole milk miRNomes: *miR-21-5p, miR-26a-5p*, *miR-30a-5p*, *miR-148a-3p* and *let-7a-5p*. This finding reinforces the likely importance of these microRNAs for lactation, particularly for *miR-148a-3p*, which has been consistently reported as the most abundant microRNA in the different milk fractions (fat, whey, and extracellular vesicles)^21^.

Three microRNAs, *miR-99a-5p, miR-200a-3p* and *miR-200c-3p*, present in the top 10 of the Fleckvieh^33^ and Brown Swiss^33,34^ breeds are not among the major microRNAs, albeit they are present at more than 1,000 RPM, in Holsteins and Normandes. 

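The 3 microRNAs were of middle rank in both breeds. bta-miR-99a-5p had 1472 RPM in Holstein milk (rank 57) and 1278 RPM in Normande milk (rank 64), and exceeded 1000 RPM in 6 of 9 and 8 of 8 libraries. bta-miR-200a-3p had 4987 RPM (rank 25) and 4521 RPM (rank 26), over 1000 RPM in all libraries. bta-miR-200c-3p had 1873 RPM (rank 45) and 2036 RPM (rank 44), over 1000 RPM in 8 of 9 and 8 of 8.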

The discrepancies between the top 10 may be due to differences between the breeds, and it would be interesting to explore them further. Nonetheless, the independent studies comparison remains sensitive, partly due to possible disparities between the RNA sequencing analysis and the microRNA identification processes. To be ensured of an effective breed impact and to overcome any technical bias, the systematic use of a reference milk miRNome in all research studies would be insightful. With the Holstein being the first world’s dairy breed, its routine addition in every high-throughput analysis on bovine would be relevant.

Furthermore, this study allows the introduction of new insights about the differences in the miRNA patterns between Holstein and Normande cattle, which was unknown until now, and could be related to differences in milk production and breed genetic backgrounds. Two sets of microRNAs, dependent on breed, are highlighted. One set consists of 267 and 259 microRNAs only detected in Holstein or in Normande milk, respectively, with very low abundance and not found in all animals. Their low presence reduces the impact of their potential biological role, and their absence in the milk of some individuals prevent their use as breed milk biomarkers. However, they could be used as relevant candidates for further investigations of tissues or fluids other than milk in the respective breeds to highlight breed-specific biomarkers as long as they display valuable expression levels.

More importantly, the other set of microRNAs is formed by 182 microRNAs present in both breeds but with significant differences in abundance (p < 0.05). 

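By origin, the breed difference set predicted microRNAs, higher in Normande milk, against known bovine ones. The mean share of clean reads that mapped was 65.0% in Holstein and 62.9% in Normande libraries, with the lowest values in H3 (38.6%) and N1 (49.4%). Of 20 lists with at least 3 measured members, 8 passed camera's test with a preset correlation of 0.01, 0 with an estimated correlation and 10 under fry. The predicted microRNAs were higher (46 higher and 2 lower of 129, or 63 and 7 adjusted over the list alone, adjusted p = 2.91e-21, and adjusted p = 0.355 with an estimated correlation). With TMM factors the bovine miRBase entries were lower, though with total counts 22 were higher and 5 lower and their median went from -0.28 to 0.04 (13 higher and 28 lower of 228, or 13 and 25 over the list alone, adjusted p = 1.27e-08, or 0.355 with an estimated correlation). Entries of other species were lower as well, with 0 of 6 past the threshold under total counts (4 of 6 lower, or 5 over the list alone, adjusted p = 0.0145, or 0.355 with an estimated correlation).
Among the lists of cell types and clusters, the luminal epithelial list was lower (2 of 10 members lower, adjusted p = 0.0294, or 0.412 with an estimated correlation and 0.0510 without H6), with 1 member lower under total counts. The miR-23/24/27 clusters were lower (4 of 5, adjusted p = 0.0263, or 0.370 with an estimated correlation), with 0 lower under total counts or TMM factors from annotated microRNAs. The basal, stromal and endothelial list (1 of 4 lower, adjusted p = 0.0632) passed only under fry (adjusted p = 0.0193) and without N4 (0.0378) or N7 (0.0453). The milk quality markers (1 of 7 lower, adjusted p = 0.0594) passed only without H2 (0.0462), H7 (0.0281), H8 (0.0275) or N8 (0.0358). Neither the miR-200 family (0 of 5, adjusted p = 0.378), nor the erythrocyte list (1 of 3 higher, adjusted p = 0.464), which holds miR-451 and is not independent evidence, nor the liver and plasma list (0 of 3, adjusted p = 0.520) passed. The miR-17/92 clusters (0 of 11, adjusted p = 0.161) and the miR-29 family (0 of 3, adjusted p = 0.464) had negative medians that turned positive with total counts. The miR-2284 and miR-2285 family (1 higher and 2 lower of 21, adjusted p = 0.581), miR-11970 to miR-12069 (4 higher and 1 lower of 11, or 4 and 2 over the list alone, adjusted p = 0.273, or 0.0481 under fry) and the Rum entries (10 higher and 14 lower of 91, or 11 and 16 over the list alone, adjusted p = 0.161) moved both ways with TMM factors. With total counts they had 3 higher and 0 lower, 4 and 0, and 11 and 1, respectively. For lists without a second count, that adjusted over the list alone was the same.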

The different profiles according to breeds would result from variations on microRNA regulatory mechanisms, while knowing that milk microRNAs are primarily synthesized in the mammary tissue^27^ and that their level in milk is linked to their expression in the mammary gland^28^. Thus, knowledge of the genes and pathways targeted by microRNAs displaying different abundance levels between breeds could be very useful for a better understanding of their roles in the regulation of milk production processes.

On the one hand, among the more abundant microRNAs in Holstein milk, the *let-7* and *miR-30* families are particularly represented. Interestingly, the *let-7* family is downregulated by the Wnt-β-catenin pathway^35^, as is *miR-375*^36^, which is far more abundant in Holstein than in Normande milk. The Wnt-β-catenin pathway is involved in mammary gland development, notably in alveolar morphogenesis during pregnancy^37^, and has a role in the terminal differentiation of the mammary epithelial cell, particularly in the maintenance of epithelial integrity, which is essential for lactation^38^. Furthermore, in mammary cells, oestrogen could induce the expression of the members of the *let-7* and *miR-30* families and regulate them by altering their rate of processing^39^. Tong *et al*. demonstrated that oestrogen has an effect on the proliferation of bovine mammary epithelial cells and on the modulation of the key components of the Wnt signalling pathway^40^. The regulation and interactions between important hormone-activated pathways for mammary gland function could differ between Holstein and Normande cattle, in association with differences in their milk production, and could thus affect expression of the different microRNAs highlighted in this study. The high expression of *let-7*, *miR-375* and *miR-30* in Holstein milk could be the result of specific regulation of the mammary signalling pathways in order to promote high milk production.

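All 4 members of the miR-221/222 cluster and the miR-142 family were higher in Normande milk, under each scaling tried. bta-miR-222-3p rose from 42.4 ± 19.0 RPM (SD, n = 9 cows) to 149 ± 112.3 RPM (SD, n = 8), a log2 fold change of 1.83 (standard error 0.44, adjusted p = 0.0125 from edgeR). bta-miR-221-3p rose from 78.6 ± 55.5 to 231 ± 125.2 RPM (1.58, standard error 0.42, adjusted p = 0.0171), and bta-miR-142-3p from 28.3 ± 19.7 to 72.1 ± 46.5 RPM (1.41, standard error 0.43, adjusted p = 0.0238). With the replicate block, bta-miR-222-3p (adjusted p = 0.0666, range 0.000799 to 0.0666), bta-miR-221-3p (0.0517, range 0.00176 to 0.0517) and bta-miR-142-3p (0.0612, range 0.00408 to 0.0612) missed the threshold. As a set, the 4 were higher (camera, adjusted p = 0.0145, and adjusted p = 0.370 with an estimated correlation), with a median of 1.55. The study chose this set on these samples, so the test and the 4 of 4 members adjusted over the list alone are not independent evidence.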

The *miR-221/222* cluster and the *miR-142* family are more prevalent in Normande milk. The *miR-221/222* cluster is involved in lipid metabolism in mammary epithelial cells^41^ and the regulation of lactose^42^. Chu *et al*. showed that inhibition of *miR-221* expression increased lipid content in mammary epithelial cells through elevation of the lipid synthesis enzyme FAS, while microRNA overexpression reduced lipid content^41^. The expression of *miR-221* and *miR-222* are correlated with genes strongly expressed in adipocytes and related to lipid metabolism^43^. The role of the *miR-221/222* cluster in lipid regulatory processes is obviously complex and needs further investigation, for example, regarding its specific deregulation in bovine mammary cells and to determine its impact on gene expression related to lipid pathways. Furthermore, *miR-142* may be involved in the regulation of the number of somatic cells in milk^42^. *miR-223*, also significantly more abundant in Normande than in Holstein milk, has been shown to interact with *miR-142* by upregulating its expression through transcription factors^44^ and could play a role in the mammary response to pathogens after parturition^45^. 

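MicroRNAs enriched in neutrophils and other immune cells did not all move alike between the breeds. bta-miR-223-3p had 231 ± 253 RPM in Holstein (SD, n = 9 cows) and 620.3 ± 494 RPM in Normande milk (SD, n = 8), a log2 fold change of 1.44 that missed the threshold (standard error 0.60, adjusted p = 0.0740 from edgeR). H3 held 836 RPM, and without it the change was 1.91 and passed (adjusted p = 0.0147, range 0.0104 to 0.122 over the alternatives). voom and limma and DESeq2 also called it. bta-miR-146a-5p rose from 37.3 ± 18.7 to 103 ± 61.1 RPM (1.46, standard error 0.36, adjusted p = 0.0139, edgeR). Of 8 leukocyte microRNAs, 3 were higher (bta-miR-142-5p, bta-miR-142-3p and bta-miR-146a-5p, also adjusted over the list alone), and the median was 0.87. The set did not pass (camera, adjusted p = 0.0989, and adjusted p = 0.454 with an estimated correlation), but did under fry (adjusted p = 0.0345) and without H7 (0.0459), N1 (0.0491) or N2 (0.0366). The study named miR-142 and miR-223 from these samples, so this list is not independent evidence.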

Milk yield is unfavourably genetically correlated with mastitis, notably in the Holstein breed, and largely correlated with the somatic cell score^46,47^. Differential regulation of microRNAs such as *miR-142* and *miR-223* according to cattle genetic background could influence this relationship, making these microRNAs possible candidates in strategies for the improvement of mastitis resistance.

Therefore, the *in silico* functional analysis performed for the targeted genes of the microRNAs with different levels in milk of Normande and Holstein revealed pathways related to the regulation of milk fat synthesis and metabolism, and protein processing in the endoplasmic reticulum. By being involved in the regulation of lipid and protein metabolism, these microRNAs could affect major lactation processes, and thus, their variation could lead to differences in milk production.

Milk is a daily ready access fluid, allowing the development of noninvasive identification and the analysis of biomarkers for production efficiency, health, physiological status, environmental impact and animal welfare state in dairy cattle^48^. Among milk biomarkers, microRNAs are relevant candidates with good stability and resistance that are arousing growing interest^21^. For example, seven microRNAs, including *miR-148a*, have been proposed to serve as quality control markers of milk products^16^. Here, this study also highlights microRNAs that could be used as breed indicators to help indicate fraud in labelling during cheese manufacturing. 

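The levels of bta-miR-375-3p, bta-miR-660-5p and bta-miR-142-5p differed between breeds on average, yet single cows overlapped. bta-miR-375-3p had 19194 ± 6144 RPM in Holstein (SD, n = 9 cows) and 6348 ± 1704 RPM in Normande milk (SD, n = 8), bta-miR-660-5p 13392 ± 3956 and 8932 ± 1756 RPM, and bta-miR-142-5p 1268 ± 873 and 3626 ± 1826 RPM. The mean log2 differences were -1.56 (adjusted p = 0.000987, two-sided exact permutation test, adjusted over the 3 microRNAs), -0.56 (adjusted p = 0.00452, same exact test) and 1.60 (adjusted p = 0.00358, same exact test). Of the 8 Normande cows, 6 lay within the Holstein range for bta-miR-375-3p, 5 for bta-miR-660-5p and 4 for bta-miR-142-5p. Of the 9 Holstein cows, 1, 4 and 3 lay within the Normande range. For bta-miR-375-3p this cow was H3, and every other Holstein lay above all Normande cows, so the overlap came from H3 alone. H3, the library with the lowest mapped share, had the lowest bta-miR-375-3p (6362 RPM) and the highest bta-miR-142-5p (3221 RPM) of the Holsteins. All 3 passed this permutation test whichever library was left out, whereas in edgeR bta-miR-660-5p lost its call without H8, N1 or N2 and with total counts. The study chose them on these samples, so these tests are not independent evidence. No mixture of milks was analysed here.

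**Figure D3:**
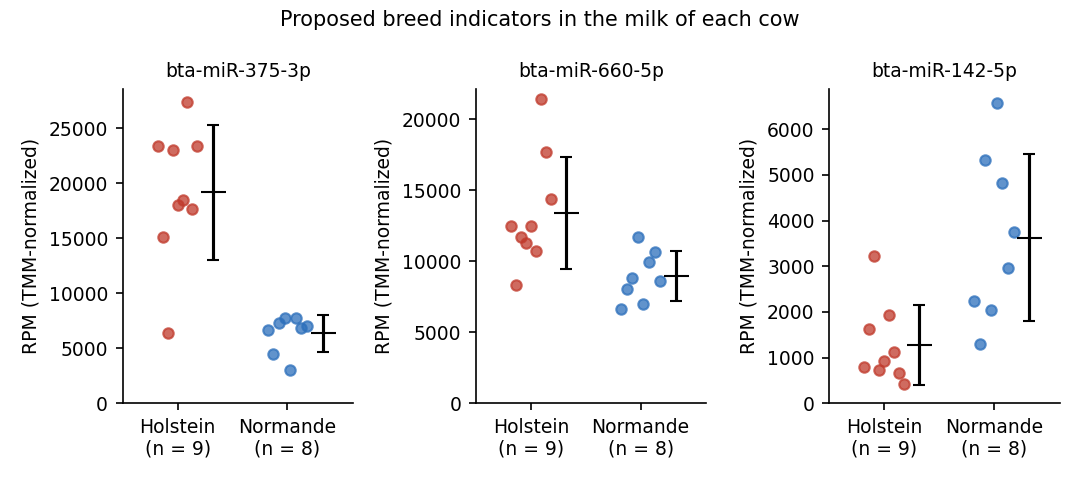
TMM-normalized RPM (vertical axes) of the 3 microRNAs in the milk of 9 Holstein (red) and 8 Normande cows (blue), where each point is a cow and the black bars give the mean and SD. For bta-miR-375-3p the Normande cows lie between 2975 and 7704 RPM and the Holsteins between 6362 and 27356 RPM. Of the Holsteins, only H3 lies within the Normande range there.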

Our results permit a proposal of the dosage of a combination of three microRNAs, as *miR-375-3p*, *miR-660-5p* and *miR-142-5p*, to detect the presence of Holstein milk.

Moreover, the variable repartition of microRNAs among milk fractions (whey, fat, cells, vesicles) may result from distinct microRNA maturation or address processes that previously occurred in bovine mammary gland^9,21,49^. Their specific abundance level in some fractions might affect milk processing characteristics and also may have implications for neonatal or consumer health. Thus, the accuracy of the distribution of the significantly different microRNAs, such as *miR-375-3p* and *miR-142-5p*, among milk fractions between Holstein and Normande cows will help to refine their potential impact.

Furthermore, analysis of the milk miRNomes revealed nine microRNAs with significant differences in abundance level according to age. Then the intra-breed analysis revealed an age effect within Normande cattle, but not within Holsteins. However the average milk production of the 2-year-old Normande cows differs from that of 3-year-old Normande cows. The differences observed according to the age could not be distinguish to the difference of milk production.

The comparison of Holstein milk and lactating mammary glands highlighted 16 microRNAs highly present in both miRNomes. Half of them (*miR-21-5p*, *miR-26a-5p*, *miR-30a-5p*, *miR-92a-3p, miR-148a-3p*, *miR-186-5p, miR-200a-3p* and *let-7a-5p*) were also identified in the comparative analysis of bovine milk compartment miRNomes (fat, whey and cells) reported by Li *et al*.^9^, driving particular interest in these eight microRNAs for their likely critical regulatory roles in bovine mammary gland development, function and milk synthesis. However, this comparison revealed (i) that around 11% of the bovine annotated mammary microRNAs are not present in milk and (ii) microRNAs with contrasting abundance levels between milk and the mammary tissue. These results raised the issue of an incomplete correlation between the expression of microRNAs in mammary tissue and their presence in milk. Milk microRNAs primarily originate from mammary epithelial cells^21,27^. One of the reasons of this difference is that these microRNAs may not be expressed in the luminal epithelial cells, but in myoepithelial cells or adipocytes, and are not secreted in the lumen. Indeed, among microRNAs displaying noticeable lower levels in milk than in the mammary gland, *miR-126-3p* and *miR-143-3p* are defined as mammary basal cell type-specific, and *miR-23a-3p* and *miR-29a-3p* are significantly overexpressed in myoepithelial basal cells compared to luminal cells^50^. Therefore, the milk miRNome is more accurately a reflection of the miRNome of the mammary luminal cells.

In all, this work demonstrates that milk microRNA composition depends on dairy cow breed, thereby leading to the identification of possible microRNA regulators of breed-specific or general lactation processes, providing new insights into the possible mechanisms of milk production. Among the differences in microRNAs between Holstein and Normande cows, displaying high levels in milk, *bta-let-7c-5p* and *bta-miR-375-3p* are particularly interesting. In fact, their abundance levels are significantly higher in the milk of Holsteins than of Normandes; however, their presence in milk does not reflect their expression in mammary glands. *bta-let-7c-5p* is in the top 30 of mammary gland microRNAs, whereas *bta-miR-375-3p* is much less expressed. 

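In milk, both microRNAs were lower in Normande cows under all 32 alternatives that were run. bta-let-7c-5p fell from 2894 ± 1143 RPM in Holstein (SD, n = 9 cows) to 1395 ± 246 RPM in Normande milk (SD, n = 8), a log2 fold change of -1.05 (standard error 0.23, adjusted p = 0.0107 from edgeR), and 7 of 8 Normande cows lay below every Holstein cow. In Normande milk it ranked 44 among the bovine miRBase entries, against 30 in Holstein milk, and bta-miR-375-3p ranked 18 against 12. The mammary gland was not measured in these libraries.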

The mechanisms leading to this special enrichment of *miR-375* in milk compared to that in mammary tissue are unknown, and deciphering them would provide interesting elements to gain a better understanding of the regulation of lactation. In particular, answering the question of whether this enrichment in milk is also the case in the Normande breed would provide additional information towards a possible specific role of this microRNA in the Holstein breed. Moreover, variations in milk according to breed are also observed in the cattle mammary gland for these two microRNAs. Both are significantly more expressed in the mammary gland of Limousin than that of the Holstein breed^24^.

Using TargetScan, a comparison of the lists of predicted target genes regulated by *bta-miR-375-3p* and *bta-let-7c-5p* highlighted 440 common targets, presumed to be more repressed by these two microRNAs in Holstein than in the Normande breed. The analysis of these common targets, using DAVID, resulted in the identification of more than 300 associated biological pathways. Among them, the best represented are those involved in transcription regulation and inhibition, signal transduction, cell proliferation activation and cellular differentiation, which constitute core functions related to an active cell metabolism necessary for lactation. These two microRNAs might therefore play an important role in the repression of key pathways involved in the production of a milk rich in fat and protein, which specifically characterizes the Normande milk.

## Conclusion

In conclusion, using new generation sequencing, we performed the first study of milk miRNomes in Holstein and Normande breeds. This study provides an extended list of annotated and predicted microRNAs, which, on analysis, have shown that the milk microRNA composition depends on genetic background. 

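Regulators of lipid metabolism moved in both directions between the breeds. Of 14 measured microRNAs of a list on lipid synthesis and uptake, bta-miR-221-3p and bta-miR-222-3p were higher in Normande milk and bta-miR-27a-3p, bta-miR-27b-3p and bta-miR-103-3p lower at an adjusted p under 0.05 from edgeR. Adjusted over the list alone, 2 were higher and 4 lower. The 3 lower calls were lost with total counts and with TMM factors from annotated microRNAs. As a set, the list did not pass (camera, adjusted p = 0.146), with a median log2 fold change of -0.35 that was -0.04 with total counts. Mammary morphogenesis was not analysed here as a list of its own.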

MicroRNAs displaying significant differences in abundance between Holstein and Normande milk are known to be involved in the regulation of lipid metabolism, mammary morphogenesis and differentiation. The results of this comparative analysis provide information for a better understanding of the roles of microRNAs for the regulation of milk production processes in general and the relation to breed specificities. Therefore, milk microRNAs could be used as breed indicators for milk product manufacturing, on the one hand.

## Materials and Methods

### Experimental animals and sample preparation

Experiments reported in this study comply with the Institut National de la Recherche Agronomique ethical guidelines, in strict accordance with the EU Directive guidelines and regulations (EU Directive 2010/63/EU). The experimental protocol was approved by the French Ministry of Higher Education, Research and Innovation (Authorization APAFIS#3066-201511301610897v2).

To minimize the effect of the environment, all cows were raised together on the same experimental farm, with the same diet and rearing conditions. All animals were housed in INRA facilities, at the INRA Le Pin experimental farm (Normandy, France). During the winter period (from 10 days before calving to April), cows were kept indoors and received a total mixed ration, distributed once daily.

Cows were milked twice a day. Milk samples were collected from 17 healthy lactating primiparous cows: nine Holstein cows (four 2-year-olds, five 3-year-olds) and eight Normande cows (three 2-year-olds, five 3-year-olds). Whole milk samples were collected from one-time morning milking, around lactation day-68 (from day-48 to day-79), simultaneously for each age group for both breeds. Milk yield was recorded over a five-week production in the milking parlour (Boumatic-2050®) at each milking throughout the experiment. Milk fat, protein, lactose, urea, acetone and BHB content were determined by mid-infrared spectrometry (MilkoScan FT600, Foss, Hillerød, Denmark), and somatic cell counts (SCC) with a Fossomatic cell counter (Foss, Hillerød, Denmark) at the Normandy Dairy Milk Analysis Laboratory (LILANO, Saint-Lô, France).

### Total RNA isolation

Total RNA were isolated from 500 µl of frozen bovine whole milk samples, without cells and fat fractionation, using the RNA NOW kit (Ozyme), with overnight precipitation to guarantee a maximum yield of small RNA. The concentration and integrity of the RNA were assessed by spectrophotometry (Nanodrop™, ND-1000) and by using the RNA 6000 Pico Kit on a Bioanalyzer 2100 (Agilent Technologies, CA, USA). The RNA samples were stored at −80 °C until needed for further processing.

### Small RNA library construction and sequencing

Small RNA libraries were prepared using the Illumina® TruSeq® Small RNA Library Prep Kit (Illumina) with RNA isolated from the milk of each cow, according to the manufacturer’s instructions, with PCR amplification up to 15 cycles, by the INRA @BRIDGe platform (Jouy-en-Josas, France).

Single-read sequencing of libraries was carried out on two lanes on an Illumina HiSeq 4000 sequencer by the GenomEast Platform (IGMBC, Illkirch, France). RNA sequencing data were subsequently deposited in the Gene Expression Omnibus (GEO): GSE134670.

### Computational analysis of sequencing data

After cleaning adapters and filtering for their size (17–28 nt) with Cutadapt^51^, the RNA-seq data were analysed using miRDeep2 software^52^ as described in Le Guillou *et al*.^32^, with the bovine reference genome bosTau8 and miRBase release 22 (all species)^29^. The quantification results generated by the quantifier.pl miRDeep2 module were filtered with a custom Perl script parse_miRDeep2_outputs.pl (https://forgemia.inra.fr/sylvain.marthey/paqmir/blob/master/paqmir_postprocess_quantifier/parse_miRDeep2_output.pl) to eliminate any redundancy between mature microRNAs by assigning them to the precursors in the following order of priority: (1) mature known in the bovine species, (2) mature known in another species, and (3) mature predicted unknown. Additionally, microRNAs of the last two categories were searched with the new RumimiR database (v. June 2019)^30^ in order to identify ruminant microRNAs already described in the literature but not in the last version of miRBase (v.22), and this information was included for the annotation of quantified microRNAs. Predicted microRNAs were blasted against non-coding RNA (lncRNA, rRNA, tRNA, snoRNA) databases using RNAcentral (v.11)^53^.

### Statistical analysis

Differences in dairy traits recorded between experimental animals were compared using nonparametric Mann and Whitney statistical analyses, with Microsoft Excel software. Tests results were considered to be statistically significant when p-values were smaller than 0.05.

Prior to the statistical analysis of sequencing data, the filtering method described by Rau *et al*.^31^ was used to remove microRNAs that appeared to generate an uninformative signal. This method aims to identify the threshold that maximizes the filtering similarity among biological replicates, or in other words that where most genes tend to have either normalized counts lower than or equal to the cut-off point in all samples (i.e. filtered genes) or higher than the cut-off point in at least one sample (i.e. non-filtered genes). Tests for differential expression were only applied to microRNAs whose maximal count across all samples was higher than its threshold. This method was implemented under the Bioconductor HTSFilter package, V1.24.00^31^. The threshold value was found to be equal to 168 reads.

A principal component analysis of these data was performed using R software v3.5.1 (R Development Core Team, 2018, http://www.R-project.org) with the ade4 package v1.7.13^54^, followed by a differential expression analysis between milk miRNomes of the two breeds or the two age-groups with the Limma package, v3.37.10^55^. After a data normalization procedure with the TMM method^56^, a voom transformation (mean-variance modelling at the observational level), which computes (log-) counts per million using the effective library size, was intended to process RNA-Seq data prior to linear modelling in Limma. Then, in Limma, the lmFit function was used to fit row-wise linear models and fold changes were estimated using an empirical Bayes shrinkage procedure. The p-values were adjusted for multiple testing using the Benjamini and Hochberg method^57^, and those with an adjusted p-value < 0.05 were considered to be significant.

The same statistical analysis processes were also performed within each breed in order to evaluate the impact of intra-breed age. The threshold values estimated with HTSFilter are equal to 119 and 236 reads in Holstein and Normande, respectively.

Cluster analysis according to pairwise Pearson correlations between the sequencing counts of the significantly different microRNAs were performed using Heatmapper^58^.

### Pathway analysis of microRNA target genes

The pathway analysis of genes targeted by several microRNAs was performed using DIANA miRPath v.3.0^59^. Targets are listed from DIANA-TarBase (v.7)^60^, a database devoted to the indexing of experimentally supported microRNA targets. KEGG analysis^61^ was performed using the pathway union option, FDR correction, enrichment analysis method using the Fisher’s exact test (hypergeometric distribution) with a p-value threshold equal to 0.05.

For dedicated analysis, targets of individual microRNAs were predicted using TargetScan (v.7.2)^62^ and their functional analysis was performed using DAVID Bioinformatics Tools (v.6.8)^63,64^.

## Supplementary information

Supplementary Table.

How the deposited data were processed for this re-analysis (not part of the article)

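Small RNA of whole milk was measured in 17 primiparous cows, 9 Holstein (4 aged 2 years and 5 aged 3 years) and 8 Normande (3 aged 2 years and 5 aged 3 years), with 1 library per cow. The authors isolated RNA from unfractionated milk, prepared TruSeq small RNA libraries and sequenced them on a pair of Illumina HiSeq lanes. The paper's text does not give the lane of each library, so no lane could be used as a batch. The deposited values are raw counts per mature microRNA, made by the authors with bcl2fastq 2.17.1.14, cutadapt (reads of 17 to 28 nt) and the miRDeep2 quantifier on bosTau8, with names from miRBase and RumimiR and with no normalization. The file holds 2297 entries, and its whole-number values were checked before use. A second sheet, which pairs microRNA names with RumimiR identifiers and holds no measurement, was not used here. RumimiR names that occur more than once were kept as separate entries, numbered in file order. No genome sequence was used, so no coordinates are given.

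Library totals ranged from 440439 to 21108285 counts, and a single read weighed 0.0474 to 2.27 RPM. RPM classes, shares and ranks used reads summed over the libraries of a breed, with the mean or the median of library RPM values as alternatives. A microRNA was detected when it had at least 1 read in the breed. Requiring at least 10 reads, reads in 2 libraries, or thinning all libraries to the shallowest were alternatives. The pairs of libraries within a group differed by far more than counting error (chi-square per degree of freedom from 80.3 to 2029.6 over 29 pairs), so none was a copy of another. The replicate numbers of the labels did not pair Holstein with Normande cows, as 1 of 8 correlated best with its own number, and were used as a block in an alternative only.

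Differences between breeds and ages were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, quasi-likelihood fit and two-sided F test, Benjamini-Hochberg adjustment, adjusted p under 0.05). MicroRNAs were tested when their largest TMM-normalized count exceeded 168 (breed, age over both breeds, and the interaction), 119 (age within Holstein) or 236 (age within Normande), the thresholds the paper gives for HTSFilter, which was not run here. Alternatives set at the same time as the tests were voom and limma 3.58.1 (the paper's test), voom with quality weights, DESeq2 1.42.0, RLE factors, total counts, TMM factors from annotated microRNAs, no filter, filterByExpr, the threshold on raw counts, leaving out the 2 shallowest libraries, breed and age as terms together, the replicate block, and leaving out each library in turn. Within a breed, leaving out the shallowest library equals a leave-one-out setting and was not run apart. Lists of microRNAs were tested with camera of limma on log2 CPM (prior count 2) at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry. Of 22 lists written, the 2 with fewer than 3 measured members (muscle and imprinted chromosome 21 cluster) were not tested. Single measures were compared with exact permutation tests over all 24310 splits of the cows, and correlations with 100000 permutations. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

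The tests were tested on simulated data with the depths and spread of these libraries. In each comparison 67 microRNAs were changed by 1.5-fold, 67 by 2-fold and 66 by 4-fold, independently of each other. At a 4-fold difference, 98.5% of the changed microRNAs were found for breed, and 1, 3, 0 and 1 unchanged microRNAs were called for breed, age over both breeds, age within Holstein and age within Normande. For breed, 1 changed microRNA was called in the wrong direction. Tests, lists, alternatives and the rule for naming microRNAs were set before the data were examined. That rule takes every microRNA the paper's text names for a comparison and, among those called with at least 1 read in every library of the group where they are higher, the 10 largest changes in each direction for breed and the 5 for age. Fig. 3, Fig. 4, Table 3 and part of the supplementary table had been seen when it was written. As the text names no microRNA for age, only the second part of the rule applies there. Settings chosen after seeing the data were leaving out N1 and N2 together, counting entries with profiles correlated above 0.99 once (4 limits were looked at), voom and limma with the threshold on raw counts (for breed and age with terms for both and their interaction, after several other settings had been tried), and voom and limma without N1, N2 or N3. Dairy traits, target genes, pathways and mammary gland libraries were not analysed here.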

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

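All outlying values below were found by a rule set before the data were examined, a gap to the nearest cow of the breed too wide for the breed's range, and no cause was tested for a single value. Of 84 groups (42 measures in each breed) 20 held such a cow, of which 8 were H3. Chance would flag about 1 in 20 groups, or 4.2 of 84, if values were normally spread and measures independent. Most flagged cows were the highest of their breed, and bta-chr5_32916_mt-3p and bta-chr19_16036_mt-3p had near-identical profiles. The 20 can therefore not be set directly against 4.2. The share of clean reads that mapped was 38.6% in H3, below every other Holstein library (95% Wilson interval 38.5 to 38.7%).

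H3 also had the highest Holstein abundance (TMM-normalized RPM) of bta-miR-450b-5p (20.3), bta-chr5_32916_mt-3p (9.01), bta-chr19_16036_mt-3p (11.3), bta-chr16_10146_mt-5p (49.6), bta-miR-221-3p (209.5), bta-miR-223-3p (836) and bta-miR-2887-5p (656). With 440439 reads in this library, 3 reads equal 6.81 RPM, so the value of bta-chr5_32916_mt-3p rests on few reads. All of these microRNAs had a positive log2 fold change in Normande milk, so H3 lay toward the Normande level. H2 stood above the other Holsteins for Rum-bta-00219-chr3 (307) and for both entries of Rum-bta-01950 (134 and 279.8), H4 for bta-miR-196b-5p (135) and H7 for Rum-bta-01988 (32.3).

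Among Normande cows, N3 stood above the others for bta-miR-451-5p (95.3), bta-miR-450b-5p (49.3) and bta-miR-196b-5p (8.76), N1 for Rum-bta-00219-chr3 (789), N5 for mdo-miR-32-3p (8.56) and N7 for bta-chr2_18125_mt-5p (28.8). N8 stood below the others for Rum-bta-00068 (0.993).

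A further 8 annotated microRNAs passed the breed test here and are not listed in Fig. 3. Of these, 6 were lower in Normande milk, with log2 fold changes of -3.41 for bta-miR-196b-5p, -1.21 for hsa-miR-92a-1-5p, -1.91 for Rum-bta-00068, -0.67 for Rum-bta-02850, -0.66 for Rum-oar-02956 and -0.56 for Rum-oar-04914. The other two were higher, with 1.30 for bta-miR-2299-5p and 1.04 for Rum-bta-01125. The first rests on H4, without which its change was -1.72 (adjusted p = 0.0950, range 0.00219 to 0.551 over the alternatives, edgeR).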

How the results depend on the processing

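Leaving out N1 and N2 together, counting near-identical entries once, voom and limma on the raw-count threshold and voom and limma without N1, N2 or N3 were tests chosen after the results were seen. The cause was not tested where none is named. For breed, the 69 microRNAs higher in Normande milk stayed within 1.5 times in 27 of 32 alternatives and the 48 lower ones in 20 of 32. The higher count was 122 with quality weights in voom, 16 without N1 and N2, and 124 with voom, the raw-count threshold and a breed by age model. The lower count was 77 with DESeq2, 80 with quality weights, 6 with total counts, 13 with TMM factors from annotated microRNAs, 25 with no filter, 73 with breed and age as terms, 13 with the replicate block and 4 without N1 and N2. Leaving out 1 library gave 44 (N1) to 118 (H2) higher and 16 (N1) to 93 (H3) lower, with 27 without N2 and 25 without N7. Over both breeds, age gave 28 microRNAs higher at 2 years with quality weights and 3 with filterByExpr, against 6, and 0 (N1) to 12 (H1) when 1 library was left out, with 3 without H5, H6, N4, N5, N6 or N8. At 3 years it gave 2 with DESeq2, 7 with quality weights and 3 with both terms, against 0, and 0 to 2 (H1) when 1 library was left out. Within Holstein cows, DESeq2 called 7 and no filter 8, against 0, and leaving out 1 library 0 to 1 (H7). Within Normande cows, the calls at 2 years (2) became 30 with voom and limma, 35 with DESeq2, 30 with quality weights, 54 with no filter and 32 with voom on the raw-count threshold, and 0, 7 and 30 with voom and limma without N1, N2 and N3. With edgeR they ranged from 0 (without N1, N4, N5, N6 or N8) to 31 (N7), with 7 without N2 and 22 without N3. Those at 3 years (0) became 10, 12, 12, 7 and 5 under the first 5 of these settings and 6 with voom without N3, and ranged from 0 to 4 (N3) with edgeR. The interaction stayed at 0 in 26 of 27 alternatives and was 6 with no filter. Of the 8 lists past the threshold for breed, 0 remained with an estimated correlation and 7 (H6) to 10 (H7) passed when 1 library was left out. Holstein-only microRNAs numbered 166 when 2 libraries were required, and 185 (H5) to 315 (N1) without 1 library. Normande-only ones numbered 225 (N1) to 325 (H5). MicroRNAs in a lower RPM class numbered 5 with the median RPM and 6 (H8) to 16 (N1) without 1 library, and those in an upper class 40 (N1) to 61 (H2). The logit difference in the predicted share (0.0285) was 0.596 (exact p = 0.0487) without both major predicted microRNAs and changed sign without H1 (-0.0253), H6 (-0.0247), H9 (-0.0229), N1 (-0.0746) or N2 (-0.00903), with a range of -0.0746 to 0.113. The separation of the breeds in the component plane was kept in 20 of 20 alternatives, from 31.9 (H1) to 46.3% (H2) without 1 library, and the 3 indicator microRNAs passed in 17 of 17. bta-miR-22-3p changed sign with total counts (0.00914, adjusted p = 0.953, range 0.039 to 0.953, edgeR and voom). Of 42 results for named microRNAs, 36 were called and 11 of these kept the call under every alternative, while 25 lost it and 6 others gained it in at least 1. In simulations at this depth and number of cows, with many microRNAs changed at once, 19.4% of 1.5-fold differences were found for breed. The share was 8.96% for age within either breed. All alternatives set before the data were examined that apply to a comparison were run.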

Differences from the paper's values

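Of 110 values of the paper that were also computed here, 39 were equal, 97 were within 1.5 times and 13 were not. All values are at an adjusted p under 0.05. The ratios of Fig. 3 matched the fold changes here only on a doubled log2 scale (84 of 84 matched microRNAs in the same direction, r = 0.986, slope 1.93), so ratios are given on that scale. The tests with voom and limma on the raw-count threshold were chosen after the results were seen.

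For breed, 117 microRNAs were called here and the paper reports 182. The difference was within 1.5 times with voom and limma, DESeq2, quality weights, filterByExpr, without the 2 shallowest libraries, with breed and age as terms, and without H2, H3 or N6, and not under the others set before the data were examined. More abundant in Normande milk were 69 here and 124 in the paper, within 1.5 times with voom and limma, DESeq2, quality weights, total counts, no filter, breed and age as terms, and without H2, H3 or N6, and not under the others. Of these, 23 here and 37 in the paper were annotated, within 1.5 times under the same settings and with TMM factors from annotated microRNAs or filterByExpr, and not under the others. Above 100 RPM in Holstein milk were 5 here and 8 in the paper, within 1.5 times with voom and limma, DESeq2, quality weights, no filter, without the 2 shallowest libraries, with breed and age as terms, and without H2 or H3, and not under the others.

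The largest abundance ratio of an annotated microRNA lower in Normande milk was 112 here and is 20.1 in the paper, within 1.5 times with voom and limma, quality weights and the replicate block, and not under the others. The largest ratio of one higher in Normande milk was -278 here and is -74.8 in the paper, within 1.5 times with voom and limma, breed and age as terms and the replicate block, and not under the others.

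For age over both breeds, 5 predicted microRNAs were higher at 2 years here and 8 in the paper, within 1.5 times with no filter, breed and age as terms, and without H1, H4 or N3, and not under the others. Within Normande cows, 2 microRNAs differed here and 37 in the paper, 2 and the paper's 32 were higher at 2 years, and 2 and the paper's 23 of these were predicted. These were within 1.5 times with voom and limma, DESeq2, quality weights and without N3 or N7, and not under the others. At 3 years 0 were higher here and 5 in the paper, within 1.5 times with no filter and without N3, and not under the others. Annotated and higher at 2 years were 0 here and 9 in the paper, within 1.5 times with voom and limma, DESeq2, quality weights and without N7, and not under the others. Shared with the age test over both breeds were 2 here and 7 in the paper, within 1.5 times with DESeq2, no filter and without N3, and not under the others.

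With voom and limma, the raw-count threshold and a model of breed, age and their interaction, which was chosen after seeing the values, 182 microRNAs were called (124 higher and 58 lower, with ratios up to 20.1 and -74.8), and 0 of the paper's 86 matched items of Fig. 3 were dropped. The same model, chosen after seeing the values, gave 9 microRNAs higher at 2 years over both breeds, and voom and limma on the raw-count threshold, also chosen after seeing the values, gave 32 higher and 5 lower at 2 years within Normande cows.

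Of the 84 microRNAs of Fig. 3 matched by name among those tested, 59 were called here, 72 with voom and limma and 74 with DESeq2. The paper lists bta-miR-22-3p, bta-miR-26a-5p, bta-miR-223-3p, bta-miR-2887-5p and Rum-chi-01931 as different between breeds, and they were not called here (adjusted p = 0.108, 0.0664, 0.0740, 0.161 and 0.156 from edgeR), although all 5 went in the paper's direction. Settings that called them were, for bta-miR-22-3p, breed and age as terms (adjusted p = 0.0444, range 0.039 to 0.953 over the alternatives). For bta-miR-26a-5p they were DESeq2, quality weights and leaving out H3, H7 or N6. For bta-miR-223-3p they were voom and limma, DESeq2, quality weights, no filter and leaving out the 2 shallowest libraries or H3. For bta-miR-2887-5p they were voom and limma and leaving out the 2 shallowest libraries or H3. Voom and limma with the raw-count threshold and the interaction model, chosen after seeing the values, called all 5 and dropped 0 of the 86. Of both entries named Rum-bta-01950, 1 was called here (adjusted p = 0.0422) and the other was not (0.0513), but was with voom and limma, DESeq2, quality weights, RLE factors, breed and age as terms, and without H2, H3, H5, N5 or N6. The paper counts more members of the miR-30 and let-7 families as lower than the 4 and 3 called here with edgeR. The let-7 count reached the paper's with voom and limma, DESeq2, quality weights, breed and age as terms and without H4, and passed it without H3 or N6. The interaction model chosen after seeing the values reached it too and dropped 0 of the 86, and no setting reached the miR-30 count. The miR-30 list used here holds miR-30a-5p to miR-30f-5p and not hsa-miR-30c-2-3p, which Fig. 3 lists as lower, so both counts need not cover the same members. It gives both breeds the same leading microRNAs, whereas by summed reads 9 of the top 10 were shared here and by the mean of library RPM 10 were.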

Other observations

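The tests of the TMM scaling, of RNA fragments by the correlation and by the mapped share as a term, of both leukocyte sources and of N1 were chosen after the result was seen, and that of the TMM scaling replaced an earlier one whose outcome was fixed by the setting. Counting near-identical entries once was also chosen after seeing the data, though its test was written before that result was seen, and the counts of other groupings of the cows were planned. For breed, 100 of the 24310 groupings of the 17 cows into 9 and 8 were run, the real one among them. Only the real one gave as many calls (117, and at most 51 in the others). Chance is thus an unlikely source of the breed calls, though most groupings were not run and age was not held fixed. For age over both breeds 3 of 100 groupings were as large, under the limit set in advance, yet the real 6 became 0 without N1. These groupings did not hold breed fixed, so they do not settle whether chance gave the age calls. The highest other grouping (97) set H1, H6, H7, H9, N4, N5 and N6 apart. In each breed these cows had the lowest mean abundance of the predicted microRNAs higher in Normande milk. The next (70) set 7 Holstein cows apart, which overlaps with the breed difference. Chance could not be excluded for age within Holstein (43 microRNAs at an unadjusted p under 0.05, up to 135 in the others, 20 of 100 as large), for age within Normande (2, up to 26, 3 of 56) or for the interaction (12, up to 185, 73 of 100). Nor could it for the number of lists past the threshold for breed (8, up to 12, 13 of 100), age (3, up to 10, 72 of 100) or age within Normande (10, up to 10, 3 of 56).

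Predicted microRNAs were 46 of the 69 higher in Normande milk, and counting entries with near-identical profiles (correlation above 0.99) once left 33 of 52 predicted (63.5%, against 20.6% of the others, two-sided Fisher's exact test, p = 8.38e-10), which argues against double counting above that limit as the whole source. At a limit of 0.95 the largest group held 41 entries, so reads shared in part are not covered. With total counts 52 of 85 were predicted and with TMM factors from annotated microRNAs 51 of 80 (same Fisher test, the larger p = 2.04e-12), while the annotated calls moved. A change of scaling shifts predicted and annotated fold changes alike, so this outcome was largely fixed in advance. The median log2 fold changes of predicted and annotated microRNAs were 0.93 and -0.28 with TMM factors and 1.25 and 0.04 with total counts. The test thus cannot decide on the TMM scaling. Fisher's test takes entries as independent, but the 46 varied together across cows (median pairwise r = 0.67), so these p values are too small. RNA fragments in libraries with a low mapped share remain a candidate explanation, as the mean abundance of the 46 fell with the mapped share across the 17 cows after centring within breed (Pearson r = -0.54, permutation p = 0.0259, adjusted p = 0.0345 over 4 relations, and Spearman rho = -0.57, permutation p = 0.0247, adjusted p = 0.0329). A low share can also come from reads with many alignments, which the paper does not count as mapped. The relation rests on 2 samples, since r was -0.31 without H3 and N1 (within breeds -0.43 in Holstein and -0.78 in Normande cows), and without N1 and N2 7 of 16 were predicted (Fisher p = 0.157). In that last setting the mean mapped share was 65.0% in Holstein and 65.8% in Normande libraries, yet the breed difference in the mean abundance of the 46 was 1.17, against 1.39 with all cows. With the mapped share as a term, the breed difference in that mean was 1.31 against 1.39 (95% interval 0.72 to 1.90). It was 1.18 against 1.34 without H3 and N1 (0.46 to 1.90), 1.19 against 1.17 without N1 and N2 (0.52 to 1.86) and 1.31 against 1.37 at 3 years (0.31 to 2.30). Most of the difference thus stayed, but on microRNAs chosen for it. Except with all cows, the lower limit was under the bound for excluding fragments as the whole cause (0.67, 0.58 and 0.69). Fragments and a difference between the breeds themselves, which was not tested, therefore cannot be told apart.

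Of the leukocyte microRNAs, bta-miR-142-5p, bta-miR-142-3p and bta-miR-146a-5p were higher in Normande milk, 2 of which the study named from these libraries. More leukocytes of every kind would raise the others alike, yet miR-150-5p, miR-155-5p, miR-342-3p and miR-146b-5p had a median log2 fold change of 0.077, with upper 95% limits of 0.99, 0.76, -0.01 and 0.73, all below the 1.52 of bta-miR-142-5p. These were what the list of 8 held besides the 3 called members and bta-miR-223-3p, so lower values were partly given by the choice. The test thus cannot decide on this source. Over all 8 the median was 0.87, and 6 were positive. More cells rich in miR-223, such as neutrophils or macrophages, may be the source, as 2 of the 3 rose with bta-miR-223-3p across the 17 cows after centring within breed (median Pearson r of the 3 = 0.80, permutation p = 4e-05), a hypothesis found and tested on the same data that rests on both arms of the miR-142 hairpin. Centring removes the breed means, so this relation does not show that such cells differ between breeds. bta-miR-223-3p itself missed the breed test (adjusted p = 0.0740 from edgeR). The paper reports somatic cell counts that did not differ significantly between the breeds, though their means were higher in Normande cows in both age groups. With so few cows per group, this does not show that the counts were alike. Singly, r was 0.80 for bta-miR-142-5p (rho 0.76, without H3 and N2 0.69, within Holstein cows 0.78 and Normande cows 0.84), 0.92 for bta-miR-142-3p (rho 0.93, without them 0.88, within breeds 0.94 and 0.91) and 0.39 for bta-miR-146a-5p, which did not pass (rho 0.33, permutation p = 0.118, without them 0.56, within breeds -0.0029 and 0.83), and milk was not sorted by cell type. A difference in regulation between breeds was not tested.

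Within Normande cows, voom and limma called 40 microRNAs by age. Without N1 they called 0, without N2 7 and without N3 36, so N1 alone may carry the difference, but N2 moved it as well, and with 3 cows aged 2 years the cow and the age cannot be told apart. An effect of age was not tested apart from these cows.

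The 46 predicted microRNAs higher in Normande milk varied together across cows (median pairwise r = 0.67), and the 23 annotated ones less so (0.13). The mean log2 abundance of the predicted ones was 4.83 ± 0.73 in Holstein cows aged 2 years (SD, n = 4), 4.32 ± 0.66 in those aged 3 years (n = 5), 6.34 ± 0.54 in Normande cows aged 2 years (n = 3) and 5.69 ± 0.49 in those aged 3 years (n = 5). At limits of 0.95, 0.98 and 0.99 on the correlation of profiles, 61, 43 and 31 predicted entries had a near-identical partner, and 24 at the strictest of the 4 limits.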
